# Salinity induces discontinuous protoxylem via a DELLA‐dependent mechanism promoting salt tolerance in Arabidopsis seedlings

**DOI:** 10.1111/nph.18339

**Published:** 2022-07-12

**Authors:** Frauke Augstein, Annelie Carlsbecker

**Keywords:** Arabidopsis, DELLA, gibberellins, root, salt, seedling, xylem

## Abstract

- Salinity is detrimental to plants and developmental adjustments limiting salt uptake and transport is therefore important for acclimation to high salt. These parameters may be influenced by xylem morphology, however how plant root xylem development is affected by salt stress remains unclear.
- Using molecular and genetic techniques and detailed phenotypic analyses, we demonstrate that salt causes distinct effects on Arabidopsis seedling root xylem and reveal underlying molecular mechanisms.
- Salinity causes intermittent inhibition of protoxylem cell differentiation, generating protoxylem gaps, in Arabidopsis and several other eudicot seedlings. The extent of protoxylem gaps in seedlings positively correlates with salt tolerance. Reduced gibberellin signalling is required for protoxylem gap formation. Mutant analyses reveal that the xylem differentiation regulator VASCULAR RELATED NAC DOMAIN 6 (VND6), along with secondary cell wall producing and cell wall modifying enzymes, including EXPANSIN A1 (EXP1), are involved in protoxylem gap formation, in a DELLA‐dependent manner.
- Salt stress is likely to reduce levels of bioactive gibberellins, stabilising DELLAs, which in turn activates multiple factors modifying protoxylem differentiation. Salt stress impacts seedling survival and formation of protoxylem gaps may be a measure to enhance salt tolerance.

## Introduction

Survival of plant seedlings is affected by many environmental parameters such as available water and soil salinity. Salt has a negative impact on the plant both through its osmotic effect, which may result in reduced ability for water uptake, and because of ion toxicity (Munns & Tester, 2008). It affects many important processes including photosynthesis, respiration, ion uptake and membrane integrity (West *et al*., 2004; Tavakkoli *et al*., 2011; Talei *et al*., 2012; Mansour, 2013; Awlia *et al*., 2021; Zhao *et al*., 2021). Salt stress tolerance is expected to involve avoidance mechanisms and reduced uptake and transport of salt ions (Møller *et al*., 2009). The initial response to saline conditions is a growth arrest of both primary and lateral roots followed by a temporally dynamic acclimation process in which growth is restored and salt tolerance mechanisms activated (Geng *et al*., 2013). Therefore, it is conceivable that salt stress also affects the development of the water transporting tissue, the xylem, as that would impact salt uptake. However, how salt affects xylem development is not well known.

The xylem harbours vessel strands of hollow cells reinforced with lignified secondary cell walls (SCW). In the Arabidopsis root the xylem forms an axis traversing the stele. The two outer strands of the xylem axis differentiate as protoxylem with annular or helical SCW, whereas metaxylem with pitted SCW occupies the central positions of the axis (Fig. 1a). The diameter and shape of the SCWs are thought to influence hydraulic conductance, and the xylem shape correlates with drought resistance in many different species (Arend & Fromm, 2007; Awad *et al*., 2010; Tang *et al*., 2018; Yu *et al*., 2021). Recently, we and others showed that xylem formation is plastic and responds to water availability. Under conditions of reduced water availability, extra protoxylem strands form, and metaxylem differentiates closer to the root tip (Ramachandran *et al*., 2018, 2021; Bloch *et al*., 2019). The hormone abscisic acid (ABA) mediates these developmental responses by at least two different mechanisms. Firstly, ABA promotes the production of miR165 in the endodermis (Ramachandran *et al*., 2018; Bloch *et al*., 2019). This miRNA moves into the stele to reduce homeodomain leucine zipper class III (HD‐ZIP III) mRNA levels, eventually leading to protoxylem formation in place of metaxylem (Carlsbecker *et al*., 2010; Miyashima *et al*., 2011). Secondly, ABA directly promotes the expression of VASCULAR RELATED NAC DOMAIN (VND) transcription factors within the immature xylem cells, where VND7 promotes protoxylem formation, and VND2 and VND3 metaxylem differentiation closer to the root tip (Ramachandran *et al*., 2021).

**Fig. 1:**
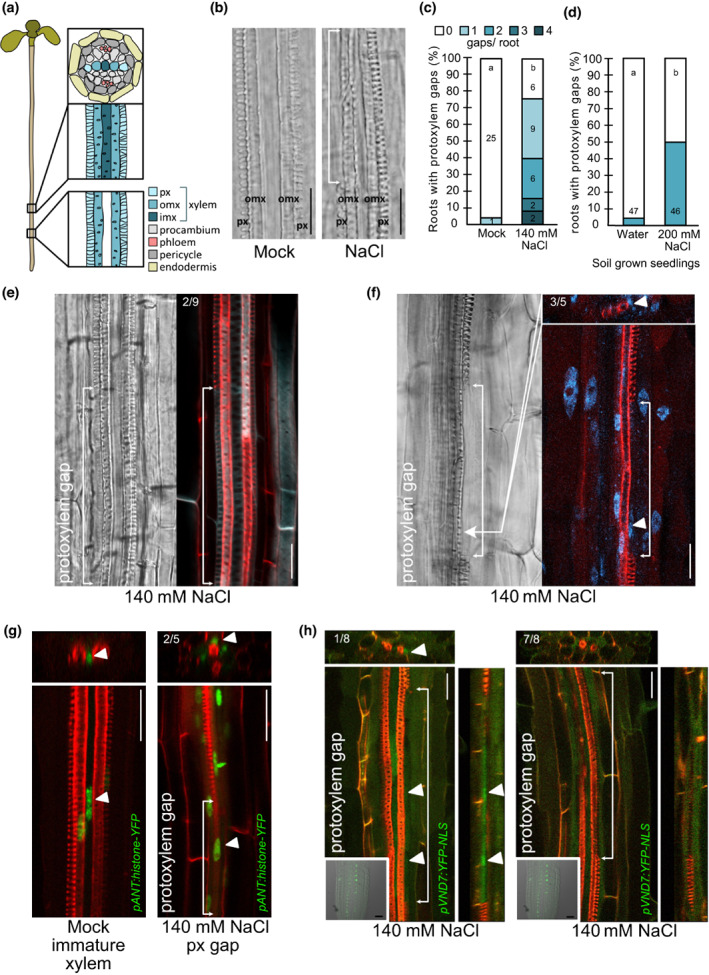
Protoxylem gaps are formed in response to salt. All images depict roots of 6‐d‐old Arabidopsis seedlings grown for 3 d on 140 mM NaCl or under mock conditions. (a) Cartoon of Arabidopsis seedling root xylem in longitudinal view and stele + endodermis in cross‐section. imx, inner metaxylem; omx, outer metaxylem; px, protoxylem. (b) Differential interference contrast (DIC) images of root xylem. White arrows indicate a protoxylem gap. Bar = 50 μm. (c) Quantification of roots exhibiting different amounts of protoxylem gaps. Number of roots showing the phenotype are indicated in the graph; letters indicate statistical significance considering no protoxylem gaps and any amount of protoxylem gaps with multiple Fisher's exact test and Benjamini–Hochberg (BH) correction, *P* < 0.05. (d) Quantification of soil‐grown roots exhibiting protoxylem gaps. Number of analysed roots (*n*) is indicated on the bars; letters indicate statistical significance with multiple Fisher's exact test and BH correction, *P* < 0.05. (e–h) DIC and confocal micrographs of root xylem. White arrows indicate protoxylem gaps. Arrowheads point at nuclei in protoxylem gap cells. Numbers indicate fraction of analysed gaps that showed (e) cellulose secondary cell wall (SCW) pattern, (f) nuclear signal within the gap, (g) *pANT:histone‐YFP* expression within the gap, (h) *pVND7:YFP‐NLS*. Turquoise, Calcofluor White staining cellulose; red, Basic Fuchsin staining lignin; blue, DAPI staining nucleus; green, *pANT:histone‐YFP* or *pVND7:YFP‐NLS*. Bar = 20 μm.

Salt stress also triggers ABA signalling, but recent research has in addition highlighted the importance of gibberellin (GA) levels and signalling. Reduced GA levels or signalling may result in salt stress tolerance (Colebrook *et al*., 2014), whereas the absence of the DELLA repressors of GA signalling make Arabidopsis less salt tolerant (Achard *et al*., 2006). In line with these findings, salt stress leads to a reduction in bioactive GA levels, which in turn stabilises DELLAs (Achard *et al*., 2006; Magome *et al*., 2008). Under normal conditions, GAs affect xylem lignification in both primary and secondary development in several different species (Eriksson *et al*., 2000; Mauriat & Moritz, 2009; Gou *et al*., 2011; Ragni *et al*., 2011; Guo *et al*., 2015; Wang *et al*., 2017; Singh *et al*., 2019), GAs promote xylem formation in secondary development and are important for fibre development (Mauriat & Moritz, 2009; Ragni *et al*., 2011; Felipo‐Benavent *et al*., 2018). Furthermore, DELLAs are implicated in the regulation of cell wall synthesis and remodelling in Arabidopsis (Locascio *et al*., 2013; Felipo‐Benavent *et al*., 2018).

Here, we analyse the effect of salt stress on Arabidopsis seedling root xylem development. We show that salt stress results in discontinuous differentiation of the protoxylem strands generating protoxylem gaps. The capacity to form protoxylem gaps correlates with salt tolerance, indicating that gaps promote survival under high salinity. We also show that the formation of protoxylem gaps under salt stress requires DELLA‐mediated repression of GA signalling. Under salt stress, DELLAs promote the expression of *VND6* and genes encoding SCW enzymes, as well as genes encoding multiple cell wall modifying enzymes including alpha‐expansins such as EXP1, also called EXPA1. The loss of *VND6* or *EXP1* consequently results in less protoxylem gaps forming under salt stress.

## Materials and Methods

### Plant material and growth conditions

Seeds were surface sterilised using 70% ethanol for 20 min and 95% ethanol for 2 min, and then rinsed four times for 2 min in sterile water. The seeds were plated on half‐strength Murashige and Skoog (½MS) medium (Murashige & Skoog, 1962), pH 5.7–5.8, with 0.05% MES monohydrate and 1% Bactoagar, and stratified for 48 h at 4°C. Plants were grown in long day conditions, with cycles of 16 h light at 110 μE light intensity and 8 h darkness. Temperatures were 22°C (light), 20°C (darkness). For all experiments, plants were grown vertically on 25 mm pore Sefar Nitex 03–25/19 mesh, and transferred to new plates by transferring the mesh supporting the plants for minimal disturbance. For GA_3_, a stock solution in 99.9% EtOH was prepared; for GA_4+7_ and paclobutrazol (PAC) stock solutions were prepared in dimethyl sulphoxide (DMSO). For plates with NaCl, a 3 M stock solution was used and diluted in the medium to the indicated concentration. Mannitol was added directly into the medium after autoclaving. For Arabidopsis xylem phenotyping experiments, 3‐d‐old seedlings were transferred to treatment plates (including NaCl, mannitol, gibberellin and ABA) for 3 d. For tolerance assays, 3‐d‐old plants were left on NaCl‐plates for 4–7 d, as indicated. For RNA‐sequencing analysis, 5‐d‐old seedlings were used and exposed to salt for the indicated time. All material was collected at the same time in the afternoon, to avoid circadian clock effects. For phenotyping of *Solanum lycopersicum* L. cv Moneymaker, *Beta vulgaris* L. cv Davinci, and *Eutrema salsugineum* (Pall.) Al‐Shehbaz & Warwick seedlings were grown until roots reached *c*. 1 cm in length before transfer to salt for 3 d. For treatment on soil, seeds were sterilised, stratified and then sown on soil. Here, 3‐d‐old seedlings were watered with 200 mM NaCl solution once per day during a 3‐d period. Seedlings were then removed from the soil, washed and mounted in chloral hydrate (see below) for xylem morphology analysis. Detailed information about all genotypes can be found in Supporting information Methods S1.

### Root length measurements

Root lengths were measured using Fiji/ImageJ software.

### Xylem phenotype analysis

For analysis of xylem morphology, roots were mounted in chloralhydrate solution, 8 : 3 : 1 chloralhydrate : water : glycerol (w/v/v), and visualised, as previously described, using a Zeiss Axioscope A1 microscope at ×40 magnification with differential interference contrast (DIC) optics (Ramachandran *et al*., 2018, 2021). Frequency of plants exhibiting the protoxylem gap phenotype was scored, and the number of gaps per root was counted.

### Salt tolerance assay

Colouring of cotyledons of seedlings grown on high salt concentrations was determined after 4 or 7 d, as indicated. Plants exhibiting white, pale green or green cotyledons were counted separately. From the fraction of each category a survival score was calculated multiplying white with 1, pale with 3 and green with 5 divided by the sum, following (Gibbs *et al*., 2011). Data from one experiment with 3–5 replicates per genotype‐treatment combination is presented. The experiment was repeated two or three times (Table S1).

### Confocal analysis

For parallel staining of Basic Fuchsin and Calcofluor White or DAPI, we followed a modified fixation protocol from Ursache *et al*. (2018). Here, 6‐d old seedlings were fixed with 4% PFA in 1× PBS, for 1 h for Basic Fuchsin and Calcofluor White, 10–15 min for Basic Fuchsin and DAPI staining or 10–15 min for Basic Fuchsin stain and transcriptional reporter lines. This was followed by twice washing for 1 min with 1× PBS, and then clearing overnight with ClearSee (10% xylitol, 15% sodium deoxycholate and 25% urea in water). For the Basic Fuchsin stain, seedlings were then stained with 0.2% Basic Fuchsin (in ClearSee) overnight, and washed with ClearSee twice. For Calcofluor White staining, seedlings were stained with 0.1% Calcofluor White for 30 min, and washed with ClearSee for 30 min. For visualisation with confocal microscopy, roots were mounted directly in ClearSee. For DAPI staining, seedlings were mounted in 0.4 μl of 5 mg ml^−1^ DAPI solution in 10 ml H_2_O and visualised directly. For *pRGA:GFP‐RGA* reporter analysis, roots were mounted in 40 mM propidium iodide (PI) solution between two coverslips and imaged immediately.

Confocal micrographs were captured using Zeiss LSM780 inverted Axio Observer microscope with supersensitive GaAsP detectors or an LSM800 inverted confocal microscope. For Calcofluor White, a 405 nm laser was used for excitation and emission and wavelengths at 410–475 nm were captured. For Basic Fuchsin images, wavelengths were 561 nm excitation and 600–700 nm emission. For DAPI images, wavelengths were 405 nm excitation and 410–511 emission. For reporter lines expressing GFP and stained with PI, 561 nm excitation and 650–700 nm emission were used for PI and 488 nm excitation and 410–523 nm emission for GFP. For reporter lines expressing YFP, 514 nm excitation and 518–544 emission were used. For quantification of fluorescence intensity all imaging parameters were kept the same when imaging mock or treated roots. Fluorescence intensity of *pRGA:GFP‐RGA* in the provascular cells of the meristem was quantified using CellSeT (Pound *et al*., 2012). Fluorescence intensity of *pRGA:GFP‐RGA* in the vascular cells at the transition zone was measured using imagej software (Schindelin *et al*., 2012). From a *z*‐stack the plane that transverse the centre of the stele was selected, the vascular tissue was marked and the intensity values were extracted using the plot profile function. From all values the average was calculated. Selected pictures represent the average of all biological replicates.

### RNA‐sequencing analysis

Here, 5‐d‐old Arabidopsis seedlings of Landsberg *erecta* (L*er*; wild‐type) and *gai‐t6 rga‐t2 rgl1‐1 rgl2‐1 rgl3‐4* (*della5x*), were grown on 140 mM NaCl or under mock conditions for 1 or 8 h. For the 8 h timepoint, *ga4* and *gai* were grown in parallel. Three biological replicates, each consisting of 50–100 seedlings, were collected for each treatment–genotype combination. The lower part of the root (1 cm) was collected directly into RLT buffer (Qiagen) and frozen in liquid nitrogen. RNA was extracted using the RNeasy Plant Mini Kit (Qiagen). RNA concentration was measured using the Qubit BR RNA assay and quality and integrity of the RNA was analysed using the Agilent Bioanalyser 2100 system (Agilent Technologies, Santa Clara, CA, USA). In total, 1000 ng RNA per sample were used for library preparation. Library preparation and sequencing were performed by Novogene (UK) on their Illumina sequencing platform with paired‐end read lengths for the 150 and 250–300 bp cDNA library, resulting in 5.9–8.3 G raw data per sample (241.9 G total). fastp was used for quality assessment and adapter trimming (Chen *et al*., 2018). Mapping to the *Arabidopsis thaliana* reference genome (TAIR10) was carried out using Hisat2 (Kim *et al*., 2019). Here, 96% of the total reads were mapped to the Arabidopsis genome, whereby 93% of the total reads were uniquely mapped. Count files were generated using HTSeq‐Count (Anders *et al*., 2015). Differential expression analysis was done using DESeq2 in Bioconductor (Huber *et al*., 2015). For statistical analysis of the effect of NaCl on the different genotypes compared with wild‐type, a DESeq2 model including a combinatorial effect was used (~genotype + genotype : condition). Log_2_ fold changes (FC) were extracted from the pairwise comparison of mock vs treatment for each genotype, while *P*‐values and adjusted *P*‐values were extracted from the comparison between the mutants and wild‐type. The effect of the different genotypes under mock conditions was analysed in a separate differential expression analysis and all values were extracted from the pairwise comparison of wild‐type vs mutant. A cut‐off > 0.5 or < −0.5 log_2_FC was applied.

Gene Ontology (GO) term analysis was performed using the Panther classification system (Mi *et al*., 2019, 2021) using *Arabidopsis thaliana* as a reference and the GO annotation dataset ‘biological process complete’. Fisher's exact test was selected as test type and Bonferroni correction for multiple testing was performed. Gene Ontology term clustering was performed using Revigo and *P*‐values (Supek *et al*., 2011). *Arabidopsis thaliana* was used as a reference, obsolete GO terms were removed and SimRel was used as semantic similarity measure.

### Statistical analysis

For categorical data, Fisher's exact test using the *fisher.multcomp()* function of the rvaidememoire package (Hervé, 2021) in R was performed and *P‐*values < 0.05 were considered significant. The *P*‐values were corrected for multiple testing using the Benjamini and Hochberg correction (Benjamini & Hochberg, 1995). For other data, two‐way ANOVA, using the *aov()* function in R combined with a Tukey post hoc test or *t*‐tests using the *t.test()* function were used as indicated. Statistical tests and significance thresholds are mentioned in figure legends. Number of roots analysed are mentioned in the corresponding figures.

## Results

### Salt stress inhibits local protoxylem differentiation causing discontinuous xylem strands

To assess how salt stress affects seedling root xylem development we grew 3‐d‐old Arabidopsis Col‐0 seedlings on 140 mM NaCl for 3 d and then analysed primary root growth and xylem morphology in the now 6‐d‐old plants. This concentration is high but nonlethal for 5‐d‐old plants (Dinneny *et al*., 2008). Consistent with previous findings, in which transfer to salt resulted in an initial growth inhibition relieved after some time of acclimation (Geng *et al*., 2013), root growth on salt was substantially reduced (Fig. S1b). We found that the predominant effect on xylem morphology was an appearance of discontinuous protoxylem, seen as protoxylem gaps spread along the part of the xylem, which had differentiated during growth on high salt (Figs 1b, S1a). Therefore, the protoxylem gaps were likely to be not an effect of an initial root growth inhibition upon transfer to high salt concentrations, but rather an effect of the salt stress itself. In 75% of the seedlings analysed, up to four protoxylem gaps on either one or both xylem strands were induced, with an average of 1.4 gaps per root (Fig. 1c). Growth for 3 d on concentrations ranging from 80 to 140 mM of NaCl revealed a concentration dependence in the frequency of plants displaying protoxylem gaps (Fig. S1d). Growth on 280 mM mannitol, iso‐osmolaric to 140 mM NaCl, only occasionally resulted in protoxylem gap formation (Fig. S1d) suggesting that xylem gap formation is mainly linked to ionic stress rather than the osmotic stress. Formation of protoxylem gaps was also observed in the primary roots of older, 14‐d‐old plants grown for 3 d on 140 mM salt (Fig. S1c) and in soil‐grown 3‐d‐old seedlings watered with 200 mM NaCl solution once a day for 3 d and then rinsed and analysed (Fig. 1d).

While the formation of xylem gaps was consistently observed in response to salt stress, it is possible that this is merely a symptom of the toxicity of the salt ions in combination with the osmotic stress causing collapsed cells rather than a developmentally controlled response suppressing local xylem differentiation. To distinguish between these possibilities, we analysed xylem strands double stained with Basic Fuchsin and Calcofluor White to visualise lignin and cellulose (Ursache *et al*., 2018). This revealed that while lignin was absent in the gaps, cellulose was detected. In two of nine gaps we observed cellulose with SCW patterns (Fig. 1e) reminiscent of the fully lignified neighbouring cells, while other gaps displayed a thin cell wall, indicating that these cells only had a primary cell wall. This suggests that salt impacted on SCW formation and lignin deposition. Following SCW formation a xylem cell would undergo programmed cell death (PCD) to form a hollow tube for water transport (Schuetz *et al*., 2013). To analyse if the gap cells maintained a nucleus we fixed and stained salt‐grown roots with DAPI for DNA and Basic Fuchsin for lignin. In the lignified xylem cells surrounding a gap we could not detect DAPI staining, indicating that these cells had undergone PCD. However, in three of five nonlignified xylem gap cells, we detected localised DAPI staining indicating an intact nucleus (Fig. 1f). Furthermore, *pANT:histone‐YFP*, a reporter for *AINTEGUMENTA* active in procambium, immature xylem cells and vascular cambium (Randall *et al*., 2015), was expressed in two out of five of the salt‐induced gap cells, suggesting that these cells displayed procambial or immature xylem cell identity (Fig. 1g). In one out of eight protoxylem gaps, we observed the expression of *pVND7:YFP‐NLS* (Kubo *et al*., 2005), indicating that some protoxylem gap cells had protoxylem identity (Fig. 1h). As certain xylem gap cells apparently were living, we tested if gap cells could resume differentiation if the plants grown on salt were allowed to continue growth on normal medium. After transfer to normal conditions, we observed few gaps in the part of the root grown under normal conditions, indicating that xylem differentiation then became continuous. However, the root section previously grown under high salt conditions exhibited similar amounts of gaps as for those plants kept on salt, suggesting that the gaps could not continue differentiation upon transfer to nonsalt conditions (Fig. S1e). Therefore, our analyses suggest that salt triggers a local nonreversible suppression of xylem cell differentiation.

### Xylem gap formation is not ABA mediated

Extended growth on 140 mM NaCl for 3, 5 or 7 d revealed that the formation of xylem gaps is a relatively early response, followed by the formation of additional protoxylem strands (Fig. S2a,b). Additional protoxylem formation also occurs under water deficiency or after treatment with ABA (Ramachandran *et al*., 2018; Bloch *et al*., 2019). To test if ABA signalling is similarly important for the generation of xylem gaps we made use of the dominant negative *abi1‐1C* mutant, in which ABA signalling is suppressed (Leung *et al*., 1994; Meyer *et al*., 1994). As previously found, *abi1‐1C* reduced the frequency of additional protoxylem formed upon osmotic stress (Fig. S2c,d), and it also partially suppressed the formation of metaxylem closer to the root tip that happens under growth on both salt and on mannitol (Fig. S2e,f; Ramachandran *et al*., 2018, 2021). By contrast, protoxylem gap formation upon growth on salt was not affected by *abi1‐1C* or reduced ABA signalling in the *snrk2.2 snrk2.3* mutant (Fig. S2g,i,j), nor did ABA treatment cause xylem gaps (Fig. S2h). We note that half of the *snrk2.2 snrk2.3* and 10% of *abi1‐1C* seedlings form protoxylem gaps under control conditions (Fig. S2g,i), indicating that ABA signalling is needed for continuous xylem differentiation consistent with our earlier results (Ramachandran *et al*., 2018). Therefore, whereas formation of additional protoxylem and earlier metaxylem differentiation are ABA‐mediated effects also under growth on salt, xylem gap formation appeared not to require ABA signalling.

### Salt stress induces root xylem gaps in several eudicot species

To elucidate if high salinity‐induced protoxylem gap formation is a general phenomenon in eudicot seedlings, we studied three additional species. We selected tomato (*Solanum lycopersicum*; Solanaceae, subclass Asteridae) that, like Arabidopsis (Brassicaceae, subclass Rosidae), is considered moderately salt sensitive (Munns & Tester, 2008; Sun *et al*., 2010), sugar beet (*Beta vulgaris*; Amaranthaceae, subclass Rosidae) that is salt tolerant (Skorupa *et al*., 2019) and the halophyte *Eutrema salsugineum* (Brassicaceae) (Yang *et al*., 2013). Similar to Arabidopsis, tomato seedlings formed gaps in at least one of the protoxylem strands in most roots analysed when grown on 140 mM NaCl (Fig. 2a,d). For sugar beet and *E. salsugineum* seedlings roots 140 mM NaCl did not significantly enhance gap formation, whereas growth on 200 mM NaCl did (Figs 2b,c,e,f, S3a,b). In *E. salsugineum*, growth on 200 mM salt also induced additional protoxylem strand formation (Fig. S3c). These results indicated that xylem gaps formed upon salt stress in distantly related eudicot species, regardless of whether these were salt sensitive, salt tolerant or even halophytes, if exposed to a high enough salt concentration.

**Fig. 2:**
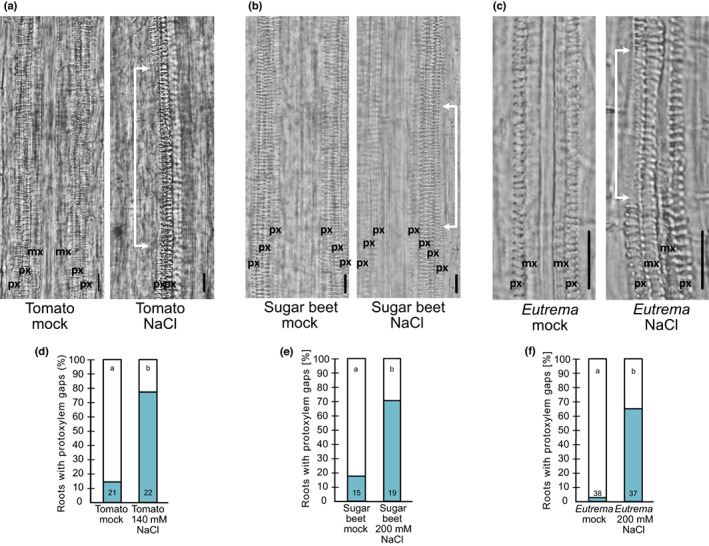
Protoxylem gaps are formed in several eudicot species upon salt. (a) Differential interference contrast (DIC) images of tomato seedling root xylem after growth on NaCl or under mock conditions for 3 d. (b) Sugar beet seedling root xylem after growth on NaCl or under mock conditions for 3 d. (c) *Eutrema* seedling root xylem after growth on NaCl or under mock conditions for 3 d. White arrows indicate protoxylem gaps. mx, metaxylem; px, protoxylem. Bar = 50 μm. (d) Quantification of tomato roots exhibiting protoxylem gaps. (e) Quantification of sugar beet roots exhibiting protoxylem gaps. (f) Quantification of *Eutema* roots exhibiting protoxylem gaps. Numbers in the bars indicated *n*; letters indicate statistical significance with multiple Fisher's exact test and Benjamini–Hochberg (BH) correction, *P* < 0.05.

### Gibberellin levels affect protoxylem gap formation

Several studies have indicated that levels of bioactive GAs are reduced under saline conditions (Magome *et al*., 2008; Colebrook *et al*., 2014). We therefore tested if altered GA levels could affect protoxylem gap formation upon growth on salt in Arabidopsis. For this, we first grew plants on either 10 μM GA_3_, 1 μM GA_4+7_ or on paclobutrazol (PAC), which inhibits GA biosynthesis (Lee *et al*., 1985), with and without 140 mM NaCl. Growth on GA alone did not affect xylem development but, when we combined GA and salt, we repeatedly noted a tendency of a lower number of plants forming protoxylem gaps, compared with salt‐grown plants without GA added (Figs 3a, S4a,b). PAC on its own, and in particular PAC together with salt, significantly enhanced the number of plants forming xylem gaps (Figs 3b, S4c). These effects were not observed when PAC was added together with GA_3_, confirming that the effect of PAC on protoxylem gap formation both under control conditions and on salt was due to its effect on GA levels (Figs 3b, S4c). Consistent with these findings, the *ga4* mutant (Koornneef & van der Veen, 1980; Talon *et al*., 1990), defective in a late step in the synthesis of bioactive GA, displayed protoxylem gaps that could be restored by the addition of GA_3_ (Figs 3c, S4d). Upon growth on salt, a significantly higher frequency of the mutant plants formed protoxylem gaps compared with wild‐type (Figs 3c, S4d). Similarly, *ga1‐3* and *ga1‐5*, defective in an earlier GA‐biosynthesis step (Sun *et al*., 1992), displayed an increased frequency of protoxylem gap formation upon growth on salt, although not when grown under control conditions (Figs S4e,f). Therefore, these findings suggested that the reduction in GA levels was linked to the protoxylem gap phenotype in Arabidopsis.

**Fig. 3:**
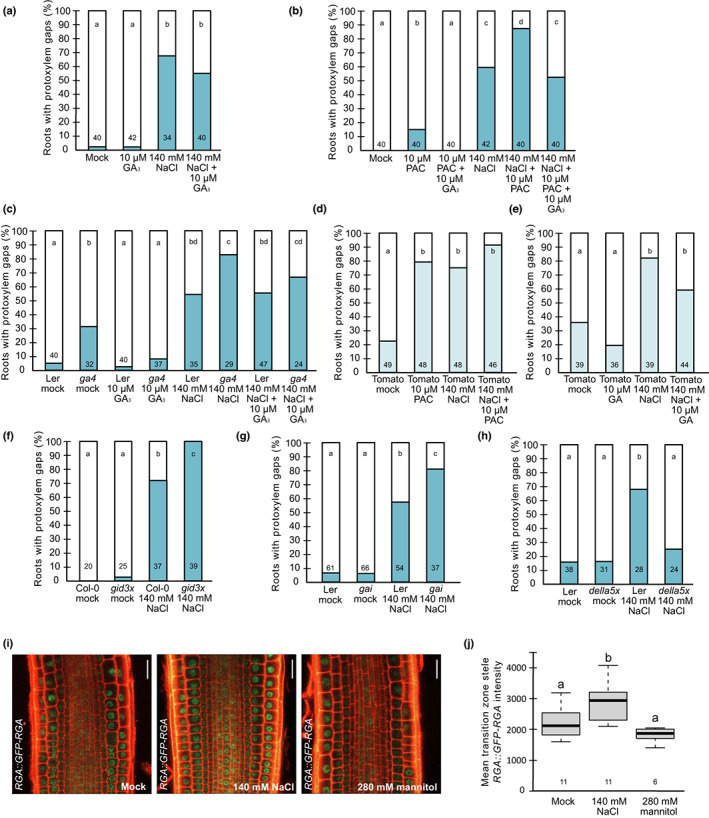
Reduced gibberellin (GA) levels and signalling induce protoxylem gap formation. (a–h) Quantification of roots exhibiting protoxylem gaps of 6‐d‐old Arabidopsis or *c*. 6‐d‐old tomato seedlings of the indicated genotypes grown under indicated conditions for 3 d. *Gid3x* is *gid1a‐2 gid1b‐3 gid1c‐1*; *della5x* is *gai‐t6 rga‐t2 rgl1‐1 rgl2‐1 rgl3‐4*. Numbers in bars are *n*; letters show statistical significance with multiple Fisher's exact test and Benjamini–Hochberg (BH) correction, *P* < 0.05. (i) Confocal micrographs of *pRGA::GFP‐RGA* in root transition zone of 5‐d‐old Arabidopsis seedlings after 6–9 h on 140 mM NaCl, 280 mM mannitol or mock conditions. Red, propidium iodide (PI) stain; Green, GFP. Bar = 20 μm. (j) Quantification of mean stele *pRGA::GFP‐RGA* intensity. Horizontal lines indicate median, whiskers indicate 1.5 interquartile range (IQR), numbers indicate *n*; letters indicate statistical significance with two‐way ANOVA, *P* < 0.05.

To test if gap formation occurred via similar mechanisms as in Arabidopsis, we treated tomato seedlings with 10 μM PAC or 10 μM GA_3._ As in Arabidopsis, the PAC treatment induced protoxylem gap formation in more plants than in the control, whereas GA_3_ had a lesser effect, with a tendency to reduce the number of plants forming protoxylem gaps both under control conditions and upon treatment with 140 mM NaCl (Fig. 3d,e). These results suggested that GA levels played a role in protoxylem gap formation in tomato similarly to that in Arabidopsis.

### DELLAs are required for protoxylem gap formation upon salt

Gibberellin is sensed by GID receptors and, consistent with our findings on altered GA levels, the *gid1a‐2 gid1b‐3 gid1c‐1* triple mutant, defective in GA perception (Griffiths *et al*., 2006), displayed both increased frequency of plants with protoxylem gaps and of gaps per root when grown on salt (Figs 3f, S5a). Upon GA perception, DELLAs, which act as transcriptional co‐regulators, become degraded to allow GA responses (Locascio *et al*., 2013). The DELLA‐protein GAI is stabilised in the *gai* mutant and therefore acts as a constitutive GA‐signalling repressor (Koorneef *et al*., 1985). Consistent with the involvement of DELLA‐mediated signalling for xylem gap formation, this mutant displayed an enhanced frequency of xylem gap‐forming plants upon salt (Fig. 3g). Previously, it was shown that the two DELLA proteins, RGL3 and RGA, are stabilised upon exposure to salt (Achard *et al*., 2006; Geng *et al*., 2013; Shi *et al*., 2017). To analyse if growth on salt may affect RGA accumulation also in the stele of the transition zone and the root meristem, we grew the *pRGA::GFP‐RGA* translational reporter lines on 140 mM NaCl or 280 mM mannitol and analysed GFP signal intensity. This revealed that salt, but not mannitol, significantly enhanced RGA accumulation in the vascular stele cells of the transition zone and the root meristem (Figs 3i,j, S5f,g), consistent with the previous study.

The five DELLAs appeared to function redundantly in the control of xylem gap formation. The single *della* mutants *gai‐td1* (Sessions *et al*., 2002), *rgl3‐5* and *rga‐28* (Tyler *et al*., 2004) had no effect on gap formation upon salt stress (Fig. S5b,c), whereas higher order mutants such as *rgl3‐5 rga‐28* and the *gai‐t6 rga‐t2 rgl1‐1 rgl2‐1* (*della4x*) mutant (Cheng *et al*., 2004), led to a gradual increase in the suppression of protoxylem gap formation (Fig. S5d,e). The DELLA quintuple (*della5x*) *gai‐t6 rga‐t2 rgl1‐1 rgl2‐1 rgl3‐4* mutant, defective in all five DELLA genes (Koini *et al*., 2009), did not form significantly more protoxylem gaps upon salt stress than under mock conditions (Fig. 3h). This suggests that protoxylem gap formation induced by high salinity requires multiple DELLA proteins.

### DELLA‐activated VND6 contributes to protoxylem gap formation upon salt stress

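RNA was sequenced from the lower part of the roots of 5-d-old seedlings of Landsberg *erecta* (L*er*, wild-type), *della5x*, *gai* and *ga4*, after growth on 140 mM NaCl or under mock conditions. L*er* and *della5x*, which carries mutations in the 5 DELLA genes, were sampled after 1 h and 8 h. The lines *gai*, in which the DELLA protein GAI is stabilised, and *ga4*, defective in a late step of GA synthesis, were sampled after 8 h. Each of the 12 combinations of genotype, treatment and time had 3 biological replicates of pooled seedlings, which gave 36 libraries, and the labels carry no replicate numbers that would pair libraries across groups. The authors trimmed the reads with fastp, mapped them to the TAIR10 genome with Hisat2, counted the reads of each gene with HTSeq-Count, and deposited the raw counts of 28775 genes without normalization. No count was recorded in any library for 4394 of these genes. The counting mode and strandedness are not named in the paper's text, so that reads of overlapping genes or of near-identical gene copies could have been split between genes or dropped. The total count per library ranged from 16772984 to 23811804, with a median of 18884857. At 1 h the totals were 16772984 to 19105647 (median 18210546) in L*er* under mock conditions, 18879572 to 23811804 (median 19456016) in L*er* on salt, 17980825 to 22793625 (median 20931544) in *della5x* under mock conditions and 17290338 to 20273570 (median 18606172) in *della5x* on salt. At 8 h the totals in L*er* were 17464450 to 18890142 (median 18828140) under mock conditions and 17085674 to 21403698 (median 18448989) on salt, and those in *della5x* were 17652755 to 22582443 (median 20982684) and 17246145 to 19784514 (median 19725963). The corresponding totals at 8 h were 17375311 to 19550290 (median 18929732) and 17385641 to 19476192 (median 18511379) in *gai*, and 18975471 to 19797526 (median 19517790) and 17142998 to 18784688 (median 18527175) in *ga4*. In each of the 36 pairs of replicates the counts differed by 4.46 to 89.5 times the variance that sampling noise alone would give, so no library was a second copy of another of its group. The Pearson correlation of log2 CPM (counts per 1e6 counts) across genes was 0.968 to 0.994. From these counts, library sizes were normalized by edgeR's TMM method, genes with low counts were removed with filterByExpr, and groups were compared with edgeR's quasi-likelihood test. Adjusted P values carry the Benjamini-Hochberg adjustment over all genes tested, and an edgeR adjusted P is a value from this test. All genotypes of a time point were fitted together for the responses to salt, and the libraries under mock conditions were fitted separately for comparisons of genotypes under mock conditions. Gene levels are given as CPM, with the SD over 3 replicates. The authors had used DESeq2. The normalization, the low-count filter and the choice of edgeR or DESeq2 were each varied.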

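The transcripts of the mutated genes were examined first, as a check of the genotype labels. *RGL1* (AT1G66350) reached at most 0.306 CPM in the 12 *della5x* libraries and at least 4.07 CPM in the 24 libraries of the other genotypes. *RGA* (AT2G01570) lay between 27.4 and 53.5 CPM in *della5x* and between 72.6 and 121 CPM elsewhere, and *GAI* (AT1G14920) between 2.86 and 11.5 CPM against 12.5 to 23.9 CPM. For *RGL2* (AT3G03450) the ranges overlapped, with 2.94 to 12.3 CPM in *della5x* and 9.83 to 19.4 CPM elsewhere, although under mock conditions at 8 h it was lower in *della5x* (log2 fold change -1.39, standard error 0.16, edgeR adjusted P = 0.000316). *RGL3* (AT5G17490) instead had more transcript in every *della5x* library (152 to 441 CPM) than in any other (2.62 to 10.1 CPM). The *gai* and *ga4* labels were not separated from L*er* by a loss of the mutated gene's transcript: under mock conditions at 8 h *GAI* was at 20.9 ± 3.22 CPM in *gai* and 20.8 ± 1.83 CPM in L*er* (SD, n = 3), and *GA3OX1* (AT1G15550) was at 13.6 ± 2.94 CPM in *ga4* and 8.20 ± 1.31 CPM in L*er*. In *della5x* under the same conditions *GA3OX1* was at 1.73 ± 0.684 CPM (log2 fold change -2.22, standard error 0.25, edgeR adjusted P = 0.000276).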

To further understand the processes regulated by altered GA levels and DELLA proteins in roots under salt stress, we analysed global gene expression changes in roots of 5‐d‐old wild‐type, *della5x*, *gai* and *ga4* seedlings after exposure to 140 mM NaCl for 1 h and/or 8 h compared with control conditions (Figs 4a, S6d). The time points were selected to show the response at the initial stress response phase, and when the plants had acclimatised and resumed growth and development (Geng *et al*., 2013). 

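After 1 h on 140 mM NaCl, 1714 genes were upregulated and 1077 downregulated in L*er* (log2 fold change above 0.5 or below -0.5, edgeR adjusted P under 0.05) among 20073 genes tested. Of the alternatives, leaving out 1 of the L*er* libraries on salt moved these numbers most, to 1202 and 613. *GA2OX6* (AT1G02400) rose from 49.5 ± 9.70 to 119 ± 17.2 CPM (SD, n = 3) in L*er*, a log2 fold change of 1.26 (standard error 0.18, edgeR adjusted P = 0.000661). *GA2OX8* (AT4G21200) and *GA2OX2* (AT1G30040) had lower levels, rising from 0.884 ± 0.0829 to 3.48 ± 1.46 CPM (SD, n = 3) and from 0.999 ± 0.365 to 4.08 ± 1.02 CPM (SD, n = 3), respectively. Their log2 fold changes were 1.96 (standard error 0.39, edgeR adjusted P = 0.00552) and 2.04 (standard error 0.63, edgeR adjusted P = 0.0469). With each of the 6 L*er* libraries of 1 h left out in turn, *GA2OX2* kept its direction but passed the adjusted threshold in none of the 6 fits, whereas *GA2OX6* and *GA2OX8* passed it in all of them. Of the other GA 2-oxidase genes with enough counts to be tested, *GA2OX1* (AT1G78440) had a log2 fold change of 0.50 (edgeR adjusted P = 0.686) and *GA2OX4* (AT1G47990) of -0.24 (edgeR adjusted P = 0.899), changes not larger than the spread between replicates. Among genes of GA synthesis, *GA20OX3* (AT5G07200) had a log2 fold change of 1.29 (edgeR adjusted P = 0.131) and *GA3OX1* of -1.08 (edgeR adjusted P = 0.229).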

Corroborating our results suggesting that salt reduced levels of active GAs in the roots, we found several GA‐2 oxidases, which inactivate bioactive GAs, upregulated upon exposure to salt in the initial stress response phase (Table S2). As salt affects protoxylem differentiation, we focused our attention on genes previously found to be expressed in immature xylem in two different single cell transcriptomes (Denyer *et al*., 2019; Wendrich *et al*., 2020). Consistent with the notion that a subset of the early stress responding genes are under DELLA regulation, we found GO terms such as ‘response to stress’, ‘response to stimulus’ and ‘response to other cellular components’ enriched among genes that were upregulated in wild‐type and differentially expressed in the *della5x* mutant, among the xylem‐active genes (Table S3). 

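Whether the response at 1 h differed between *della5x* and L*er* was tested as the difference of the 2 responses to salt. Among the genes upregulated in L*er*, 244 had a smaller response in *della5x* and 9 a larger one at an unadjusted P under 0.05, and among the downregulated genes 127 had a smaller and 2 a larger response. Choosing genes by L*er* favours this direction by itself. With genotype labels exchanged within each treatment, the median share with a smaller response was 89.8%, against 97.1% with the real labels. As many differing genes were found in 26 of 100 such splits, the real one included. Over all 20073 genes, 826 (4.11%) had an unadjusted P under 0.05, and 0 passed the adjusted threshold (smallest edgeR adjusted P = 1.00), whereas with DESeq2 5 did. Counting instead by DESeq2 P values of *della5x* against L*er* under mock conditions, an alternative chosen after the data were seen, raised the upregulated genes with a larger response most, to 76. The paper's Table S2 lists 88 upregulated, DELLA-dependent genes with reported xylem expression at 1 h. All were tested here: 80 were upregulated in L*er*, 69 had a smaller response in *della5x* and 19 a larger one, with a median difference of -0.48 on the log2 scale. The difference had an unadjusted P under 0.05 in 39 of them, an adjusted P under 0.05 in 24 when edgeR's P values were adjusted over the list alone, and in 0 when adjusted over all genes. As the list holds the paper's own calls on these libraries, the count over the list shows no stability. The 3 genes with the smallest P for a smaller response in *della5x* were *GolS2* (AT1G56600), with a difference of -3.39, AT3G04640, with -1.63, and *HVA22D* (AT4G24960), with -1.91 on the log2 scale. GO terms were not analysed here.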

Genes downregulated in wild‐type upon salt exposure, differentially regulated by *della5x* and expressed in immature xylem were enriched for processes such as ‘genes encoding enzymes involved in hemicellulose synthesis’ (Fig. S6e–g). Therefore, cell wall modifications may happen rapidly, but we expected most of the factors underlying gap formation to primarily express at the acclimation phase at 8 h. 

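Table S2 marks 66 downregulated, DELLA-dependent genes with reported xylem expression at 1 h, of which 57 were downregulated in L*er* here (median log2 fold change of the list -1.0). In *della5x* the response was smaller for 49 and larger for 17 of them, with an unadjusted P under 0.05 for 11 and an edgeR adjusted P under 0.05 for 0 over the list and 0 over all genes. Of the genes shown in Fig. S6g, *XTH16* (AT3G23730) fell from 70.0 ± 20.8 to 3.93 ± 0.760 CPM (SD, n = 3) in L*er* after 1 h (log2 fold change -4.15, standard error 0.31, edgeR adjusted P = 1.17e-05), and *FLA9* (AT1G03870) had a log2 fold change of -2.76 (edgeR adjusted P = 0.000103). *XTH19* (AT4G30290), which has a paralog, *XTH18*, beside it whose reads the counting could have shared, fell from 49.4 ± 5.71 to 15.5 ± 3.17 CPM (SD, n = 3) in L*er* (log2 fold change -1.67, standard error 0.24, edgeR adjusted P = 0.000746), and from 30.3 ± 3.17 to 18.8 ± 7.41 CPM in *della5x*. The log2 fold changes in L*er* of AT3G10720, *XTH9* (AT4G03210), *FLA7* (AT2G04780), *GUX2* (AT4G33330) and *PAE11* (AT5G45280) were -1.86, -1.57, -1.05, -1.02 and -0.93, all with an edgeR adjusted P of at most 0.00151. The difference between *della5x* and L*er* had an unadjusted P under 0.05 for *XTH19*, at 0.98 (standard error 0.33), and *GUX2*, at 0.59 (standard error 0.21), a weaker fall in *della5x* in both cases. The edgeR adjusted P was 1.00 for both. Under mock conditions at 1 h, before any salt, *XTH19*, *GUX2*, *FLA7* and *FLA9* were lower in *della5x* than in L*er*, with log2 fold changes of -0.71, -0.56, -0.43 and -0.81 (unadjusted P under 0.05 for each, edgeR adjusted P at least 0.111).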

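After 8 h on salt, 2616 genes were upregulated and 2127 downregulated in L*er* among 20355 genes tested with edgeR, at a log2 fold change above 0.5 or below -0.5 and an adjusted P under 0.05. Without the fold change limit, 6368 genes had an adjusted P under 0.05. With DESeq2 the numbers were 2743 and 2170; with the residual factor as a covariate they were 2832 and 2326. Of these genes, 758 were also upregulated and 385 also downregulated after 1 h. The 3 upregulated genes with the smallest P were *BGLU24* (AT5G28510; log2 fold change 10.11, edgeR adjusted P = 3.08e-15), *SAG29* (AT5G13170; 9.94) and AT5G28520 (7.73), and the 3 downregulated genes *GASA1* (AT1G75750; -2.7, edgeR adjusted P = 2.22e-12), AT1G62480 (-3.26) and *XTH16* (-3.63).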

At the 8 h time point, 2887 genes were activated after salt exposure in wild‐type (log_2_FC > 0.5/log_2_ FC < −0.5, *P*_adj_ < 0.05). 

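Of the 2616 genes upregulated in L*er* at 8 h, 767 (29.3%) responded to salt differently in *della5x*, *gai* and/or *ga4* at an unadjusted P under 0.05. 96 of them differed in *della5x* alone, 196 in *gai* alone, 180 in *ga4* alone, 126 in *gai* and *ga4*, and 96 in all 3 mutants. A further 42 differed in *della5x* and *gai*, and 31 in *della5x* and *ga4*. 2 of the 767 genes combined a smaller response in *della5x* with a larger one in *gai* or *ga4*. Among the 2127 downregulated genes, 458 differed in at least 1 mutant. The 3 differences share the L*er* libraries, which also chose the genes, so a deviation of these libraries can make a gene differ in several mutants. The overlaps are thus not independent. Over all genes tested, an edgeR adjusted P under 0.05 for the difference was reached by 0 genes in *della5x*, 7 in *gai* and 0 in *ga4*. The reported xylem expression of the genes of 8 h was not used here, so these counts cover all expressed genes.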

Of these 450 had a reported xylem expression, of which 184 were differentially expressed in *della5x*, *ga4* and/or *gai* (*P* < 0.05) (Fig. 4b). These genes were enriched in GO terms related to ‘response to stress’ but also ‘cell wall organisation and biosynthesis’ (Fig. 4c), whereas the corresponding downregulated genes included, for example, ‘stress response’, ‘water transport’ and ‘cellular processes’ (Fig. S6a,b). As the cell walls were altered in the protoxylem gap cells, we focused our attention on the ‘cell wall organisation and biosynthesis’ group of genes (Fig. 4d). 

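*VND6* (AT5G62380) lies on chromosome 5 of the TAIR10.1 assembly from 25050152 to 25052054 on the plus strand, with 2 annotated transcripts, the first of 3 exons and 1396 bases. In L*er* at 8 h it rose from 1.08 ± 0.260 to 2.24 ± 0.562 CPM (SD, n = 3), a log2 fold change of 1.06 (standard error 0.40, edgeR adjusted P = 0.0486). It had 16 to 26 counts per library under mock conditions and 30 to 61 on salt, so the depth sets a wide error on its level. With each L*er* library of 8 h left out in turn, the log2 fold change of *VND6* stayed between 0.84 and 1.26, and the adjusted P was above 0.05 in all 6 fits. Fig. 4d shows 15 genes in all, of which 13 were upregulated in L*er* here; their log2 fold changes ranged from 0.10 (*IRX14*, AT4G36890, edgeR adjusted P = 0.451) to 1.58 (*XTH19*, edgeR adjusted P = 2.57e-09). The *IRX14* paralog *IRX14-L* (AT5G67230), shown in Fig. S6c, had a log2 fold change of 1.83 (edgeR adjusted P = 2.73e-06). All counts over the 15 genes use AT4G36890, so they would change if Fig. 4d plots *IRX14-L* under that symbol. *CESA7* (AT5G17420) and *CESA8* (AT4G18780) of cellulose synthesis had log2 fold changes of 0.68 (edgeR adjusted P = 0.00274) and 0.51 (edgeR adjusted P = 0.0216). *GXMT1* (AT1G33800) rose from 98.5 ± 7.41 to 149 ± 3.83 CPM (SD, n = 3), with a log2 fold change of 0.60 (edgeR adjusted P = 1.06e-05), and *GATL1* (AT1G19300) had a log2 fold change of 0.73 (edgeR adjusted P = 1.58e-05). The alpha-expansin genes *EXP9* (AT5G02260) and *EXP4* (AT2G39700) had log2 fold changes of 1.12 (edgeR adjusted P = 7.25e-07) and 0.98 (edgeR adjusted P = 0.00280), whereas *EXP15* (AT2G03090), at 0.49 (edgeR adjusted P = 0.0398), stayed under the fold change limit. Expansin and *XTH* genes belong to multigene families, and reads that match several members could have been dropped in the counting.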

Among these were several encoding proteins with functions related to cellulose and hemicellulose biosynthesis, along with the xylem master regulator VND6, as well as several alpha‐expansins. The xylem expressed list with differential expression in GA mutants included also the previously described VND6 target *MYB DOMAIN PROTEIN 83* (*MYB83*) (McCarthy *et al*., 2009; Fig. 4d). 

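*MYB83* (AT3G08500) rose from 1.19 ± 0.0844 to 2.48 ± 0.672 CPM (SD, n = 3) in L*er* at 8 h (log2 fold change 1.06, standard error 0.39, edgeR adjusted P = 0.0437). Its counts were as low as those of *VND6*, with 19 to 24 per library under mock conditions, and with single L*er* libraries left out the log2 fold change ranged from 0.81 to 1.21, with an adjusted P above 0.05 in 5 of 6 fits. In *della5x* *MYB83* changed from 2.13 ± 0.544 to 2.85 ± 0.279 CPM (log2 fold change 0.42, edgeR adjusted P = 0.436), in *gai* from 0.954 ± 0.168 to 1.84 ± 0.925 CPM (0.94, edgeR adjusted P = 0.0888) and in *ga4* from 2.11 ± 0.0979 to 2.44 ± 1.40 CPM (0.21, edgeR adjusted P = 0.735). The difference from the L*er* response was -0.64 in *della5x* (standard error 0.54, edgeR adjusted P = 1.00), -0.11 in *gai* (edgeR adjusted P = 1.00) and -0.85 in *ga4* (edgeR adjusted P = 1.00), within the spread between replicates in each mutant.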

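For the 15 genes of Fig. 4d, the response to salt at 8 h was smaller than in L*er* for 14 in *della5x*, 10 in *gai* and 10 in *ga4*, and larger for 1, 5 and 5. The paper chose these genes as upregulated in L*er*, which favours smaller responses in the mutants by itself. Under mock conditions 12 of them were higher in *della5x* than in L*er*. The same mock libraries enter the difference of the responses, so 14 of 15 is no independent support for weaker activation. 6 genes had a smaller response in *della5x* together with a larger one in *gai* or *ga4*. Tested one by one, the difference had an unadjusted P under 0.05 for 2 genes in *della5x*, 2 in *gai* and 2 in *ga4*, and an edgeR adjusted P under 0.05 for 0 in each. In *della5x* these were *ROPGAP3* (AT2G46710), with a difference of -0.45 (standard error 0.20, edgeR adjusted P = 1.00), and *XTH19*, with -0.38 (standard error 0.18, edgeR adjusted P = 1.00). In *gai* they were *GATL1* (-0.46, edgeR adjusted P = 0.565) and *GXMT1* (-0.36, edgeR adjusted P = 0.581), and in *ga4* *ROPGAP3* (-0.68, edgeR adjusted P = 0.561) and *TBL3* (AT5G01360; -0.68, edgeR adjusted P = 0.927), all with smaller responses than in L*er*. Among larger responses, *XTH19* differed by 0.36 in *gai* (edgeR adjusted P = 0.971) and 0.34 in *ga4* (edgeR adjusted P = 1.00).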

Whereas these genes were activated by salt, the *della5x* mutant displayed less strong activation and/or expression was further upregulated in *gai* or *ga4*. This result is in agreement with our finding that *della5x* suppressed xylem gap formation, and also indicated that one or more of the DELLAs directly or indirectly activates transcription of these xylem regulator genes in the wild‐type under salt stress. 

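The response of *VND6* at 8 h was a log2 fold change of 0.22 in *della5x* (standard error 0.38, edgeR adjusted P = 0.722), 1.98 in *gai* (standard error 0.42, edgeR adjusted P = 0.000987) and 1.52 in *ga4* (standard error 0.41, edgeR adjusted P = 0.00721). Its level rose from 0.690 ± 0.175 to 2.74 ± 1.38 CPM (SD, n = 3) in *gai* and from 0.894 ± 0.186 to 2.57 ± 1.05 CPM in *ga4*. Relative to the response in L*er*, the difference was -0.84 in *della5x* (standard error 0.55, edgeR adjusted P = 1.00), 0.92 in *gai* (standard error 0.57, edgeR adjusted P = 1.00) and 0.46 in *ga4* (standard error 0.57, edgeR adjusted P = 1.00). At these counts the test of the difference itself separated none of the 3 mutant responses from that of L*er*. The direction held with each library left out in turn, from -1.06 to -0.62 in *della5x* and from 0.44 to 1.20 in *gai*. The paper sets weaker activation in *della5x* and/or further upregulation in *gai* or *ga4* beside the suppressed gap formation in *della5x*, as matching it. It also reads this as a sign that 1 or more DELLAs activate, directly or indirectly, transcription of these genes in the wild-type under salt.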

Several genes that were activated under salt stress, but less so in the *della5x* mutant, including *VND6*, displayed instead elevated expression levels in *della5x* compared with wild‐type under control conditions (Fig. S6c; Table S2).

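Under mock conditions at 8 h, *VND6* was at 2.01 ± 0.520 CPM in *della5x* (SD, n = 3), a log2 fold change of 0.89 against L*er* with an unadjusted P under 0.05 (standard error 0.40, edgeR adjusted P = 0.499). With single libraries left out it stayed between 0.68 and 1.10, with an unadjusted P above 0.05 in 4 of 6 fits. In *gai* and *ga4* the log2 fold change against L*er* was -0.64 (edgeR adjusted P = 0.520) and -0.28 (edgeR adjusted P = 0.863), not separated from replicate error. Of the 15 genes of Fig. 4d, 12 were higher in *della5x* than in L*er* under mock conditions, 8 of all 15 with an unadjusted P under 0.05 for this comparison, and 3 of all 15 had an unadjusted P under 0.05 between *della5x* and L*er* under salt. Fig. S6c selects genes for a difference under mock conditions in these same libraries, and the choice of genes for Fig. 4d may rest on it too. These counts and the values that follow are thus no separate support for a difference under mock conditions. *EXP4* and *EXP15* had the smallest P among the named expansins, with log2 fold changes of 0.94 (edgeR adjusted P = 0.0737) and 0.83 (edgeR adjusted P = 0.0985), and *MYB83* and *IRX14-L* had 0.84 (edgeR adjusted P = 0.420) and 0.69 (edgeR adjusted P = 0.414). Of the other genes shown in Fig. S6c, *EXGT-A4* (AT5G13870) passed the adjusted threshold, with a log2 fold change of 1.14 (edgeR adjusted P = 0.0132), and *RIC4* (AT5G16490) had 0.92 (edgeR adjusted P = 0.117). *RIC4* and *CESA7* lie within 1 Mb of *RGL3* on chromosome 5, where genes that differed between *della5x* and L*er* were more frequent than elsewhere. *EXGT-A4* starts at 4474922 on that chromosome, a little outside this window, which starts at 4763989. How far the excess reaches beyond the window was not tested, so a link to this region stays possible for *EXGT-A4* too.

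**Figure D1:**
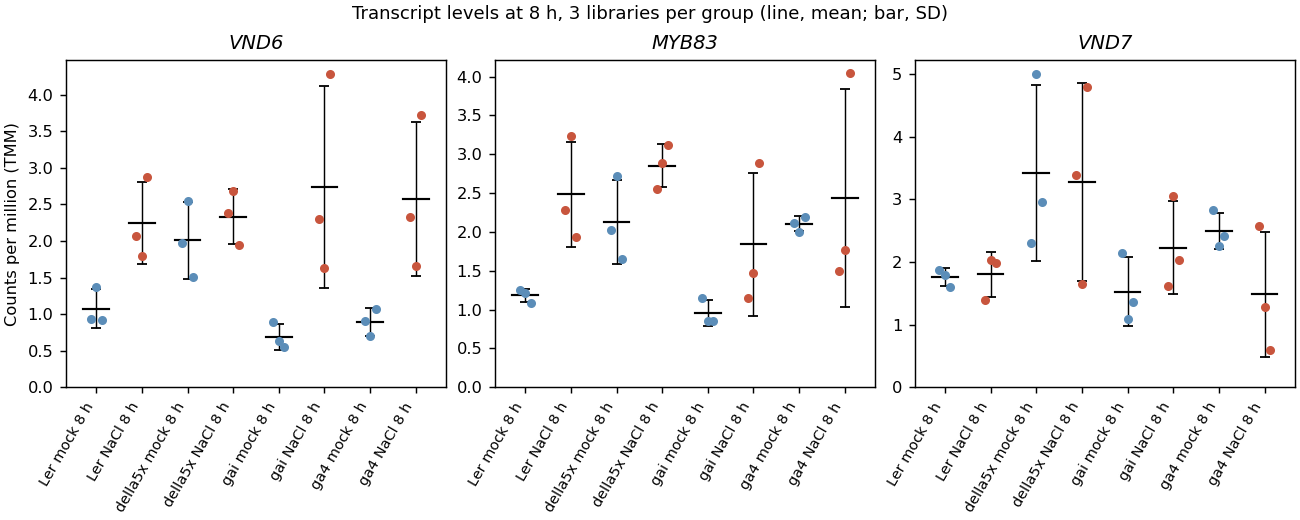
Transcript levels in CPM (y axis) of *VND6*, *MYB83* and *VND7* at 8 h by genotype and treatment (x axis), with a point for each of the 3 libraries per group (blue, mock; red, salt), a line for the mean and a bar for the SD. In *della5x* the mock libraries of *VND6* average 2.01 CPM against 1.08 CPM in L*er*, and the salt libraries 2.33 against 2.24 CPM.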

**Fig. 4:**
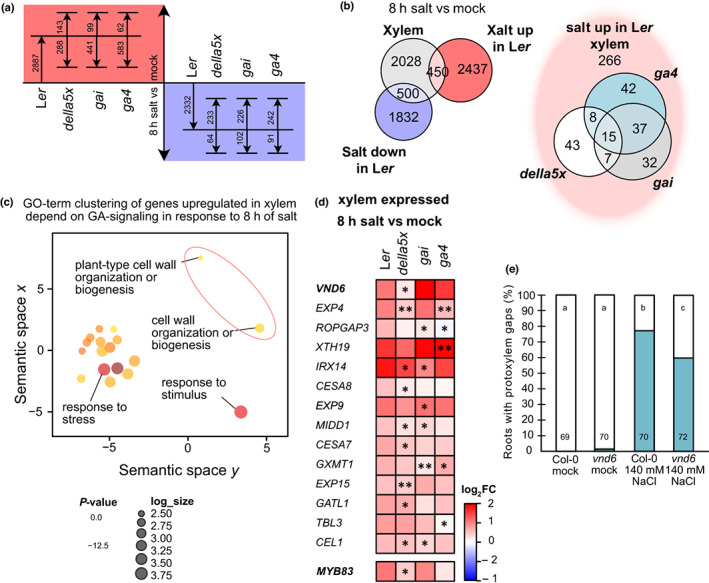
Cell wall‐related genes are differentially expressed in a DELLA‐dependent manner upon salt. (a) Differentially expressed genes (log_2_ FC < −0.5/> 0.5, *P*_adj_ < 0.05) after 8 h of salt exposure in L*er* (wildtype) roots and if indicated genotypes are significantly higher or lower expressed than L*er* (*P* < 0.05). *Della5x* is *gai‐t6 rga‐t2 rgl1‐1 rgl2‐1 rgl3‐4*. (b) Left: Venn diagram of genes differentially expressed, up or down, in L*er* after 8 h of salt exposure and genes expressed in xylem according to published single cell datasets (Denyer *et al*., 2019; Wendrich *et al*., 2020). Right: Venn diagram of xylem expressed genes upregulated by salt and differentially expressed (up or down) in *della5x*, *ga4* and/or *gai*. (c) Revigo clustering (Supek *et al*., 2011) of GO terms enriched among genes upregulated by 8 h salt exposure, xylem expressed and differentially expressed in *della5x*, *gai* and/or *ga4*. (d). Heatmap of genes with differential expression relative to L*er* within the GO term clusters related to cell wall organization or biogenesis from (c), as well as *MYB83* which is in the dataset, but not highlighted in the GOs. Bold font indicates master regulators of xylem development; *, *P* < 0.05; **, *P*_adj_ < 0.05. Statistical significance from DESeq2 analysis including a combinatorial effect (~genotype + genotype : condition). (e) Quantification of Col‐0 (wildtype) and *vnd6* roots exhibiting protoxylem gaps. Numbers indicate *n*; letters statistical significance with multiple Fisher's exact test and Benjamini–Hochberg (BH) correction, *P* < 0.05.

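In *della5x* at 8 h, 234 of the genes upregulated in L*er* had a smaller response and 31 a larger one at an unadjusted P under 0.05, as had 205 and 11 of the downregulated genes. In *gai*, the corresponding numbers were 444 and 16 for upregulated genes and 195 and 15 for downregulated genes. In *ga4*, the corresponding numbers were 426 and 7 for upregulated genes and 152 and 17 for downregulated genes. Choosing genes by L*er* favours smaller responses by itself. In fits of 2 genotypes with their labels exchanged, the median share with a smaller response was 78.3% for *della5x*, 79.1% for *gai* and 80.7% for *ga4*. With the real labels it was 87.9%, 94.4% and 96.5%. Over all 20355 genes tested, the difference from the L*er* response had an unadjusted P under 0.05 for 961 (4.72%) in *della5x*, 1073 (5.27%) in *gai* and 1025 (5.04%) in *ga4*. An edgeR adjusted P under 0.05 was reached by 0, 7 and 0 genes, respectively. The 7 genes in *gai* were all upregulated in L*er* with a smaller response in *gai*, among them *KCS20* (AT5G43760; difference -0.74, edgeR adjusted P = 0.0137). DESeq2 gave 6, 81 and 19 genes at an adjusted P under 0.05. With a residual factor as a covariate, chosen after the data were seen, 0, 35 and 9 genes reached it in edgeR. Replacing P values of this difference by those of each mutant against L*er* under mock conditions raised the larger responses: 131 upregulated genes then counted as larger in *della5x*, 86 in *gai* and 53 in *ga4*. Among genes selected by their response averaged over the 4 genotypes instead of by L*er*, the median log2 fold change of the upregulated genes was 1.25 in L*er*, 1.23 in *della5x*, 1.05 in *gai* and 1.03 in *ga4*, and that of the downregulated genes -0.98, -0.84, -0.84 and -0.89.

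**Figure D2:**
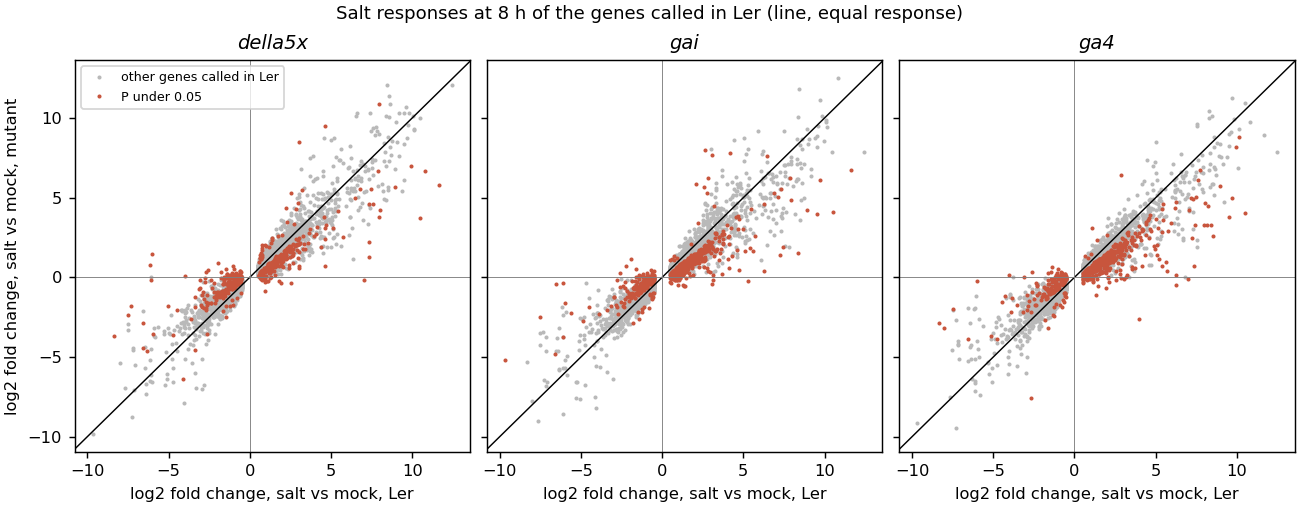
Log2 fold changes on salt against mock conditions at 8 h in each mutant (y axis) against those in L*er* (x axis), with a point for each gene that was upregulated or downregulated in L*er*, in red where the difference had an unadjusted P under 0.05, and a line for equal responses. Most red points lie nearer to 0 on the y axis than on the x axis, as for 444 of the upregulated genes in *gai*. The choice of genes by L*er* favours this direction by itself.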

VND6 is reported to be active in metaxylem and as a metaxylem master regulator (Kubo *et al*., 2005). However, recent single cell analyses highlights also its activity in protoxylem cells (Fig. S6h) To examine the potential influence of VND6 on xylem development upon salt stress, we analysed the *vnd6* mutant (Kubo *et al*., 2005). Although it did not exhibit any apparent differences in xylem development under control conditions, significantly less protoxylem gaps were formed in *vnd6* upon salt stress compared with wild‐type (Fig. 4e), suggesting a role for VND6 in salt‐induced protoxylem gap formation. The gap reduction in *vnd6* was relatively limited, indicating that additional factors contributed to the xylem gap formation under salt. VND7 is a VND6 paralogue, a well known regulator of protoxylem development (Kubo *et al*., 2005), and therefore another candidate for the observed protoxylem phenotype. However, *VND7* expression was not changed in our analyses and, in contrast with *vnd6*, *the vnd7* mutant did not affect protoxylem gap formation upon salt stress (Fig. S6i).

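*VND7* (AT1G71930) was at 1.76 ± 0.138 CPM under mock conditions and 1.80 ± 0.355 CPM on salt in L*er* at 8 h (SD, n = 3), with 25 to 42 counts per library on salt. The log2 fold change was 0.034 (standard error 0.45, edgeR adjusted P = 0.969) and ranged from -0.073 to 0.20 with single libraries left out, and after 1 h it was 0.33 (edgeR adjusted P = 0.564). With a standard error of 0.45, changes of that size and well above it were not detectable at this depth. The difference from the L*er* response at 8 h was -0.10 in *della5x* (edgeR adjusted P = 1.00), 0.51 in *gai* (edgeR adjusted P = 1.00) and -0.79 in *ga4* (edgeR adjusted P = 1.00). Between genotypes under mock conditions at 8 h, *VND7* was higher in *della5x* than in L*er*, at 3.42 ± 1.41 CPM (log2 fold change 0.96, edgeR adjusted P = 0.365).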

### Expansins may be involved in DELLA‐dependent xylem gap formation

Xylem gaps were not only observed upon salt stress, but certain genotypes displayed gaps also under normal conditions. This included protoxylem gaps in *ga4* (Fig. 3c) and metaxylem gaps upon inhibition of ABA signalling in the ground tissue caused by driving *abi1‐1* by the ground tissue‐specific J0571 enhancer line (*J0571>>abi1‐1* vs *C24>>abi1‐1*; Ramachandran *et al*., 2021). We searched for a common set of genes that were differentially expressing in genotypes exhibiting xylem gaps and in our salt‐treatment datasets, and identified three genes: *EXP1*, *XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE* (*XTH20*) and a peroxidase family gene (*At2G18150*) (Fig. 5a,b). 

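Of the paper's 4 gene sets, the 3 from this study were formed here. The set of the ABA signalling lines is not used here. There were 1240 genes that differed between *ga4* and L*er* under mock conditions at 8 h (log2 fold change above 0.5 or below -0.5, unadjusted P under 0.05), and 382 and 481 genes that responded to salt in L*er* and differently in *della5x* at 1 h and at 8 h. 3 genes were common to all 3 sets, *LEA14* (AT1G01470), *XTH19* and AT5G65300, where 0.532 would be expected if the members of each set among the 19499 genes tested in all of them were drawn independently. The *ga4* set and the set of 8 h share the L*er* mock libraries of 8 h and had 82 genes in common. They are thus not independent, and the comparison of 3 with 0.532 shows no excess by itself. With P values of *della5x* against L*er* under mock conditions in place of those of the difference between the responses, 13 genes were common. With those P values from DESeq2, a combination chosen after the data were seen, 16 genes were common, among them *EXP1* (AT1G69530), *XTH20* (AT5G48070) and AT2G18150. In L*er*, *EXP1* rose from 7.05 ± 1.12 to 166 ± 20.6 CPM (SD, n = 3) at 8 h (log2 fold change 4.55, standard error 0.27, edgeR adjusted P = 3.16e-11) and had a log2 fold change of 2.21 at 1 h (edgeR adjusted P = 0.00905). *XTH20* rose from 5.69 ± 3.23 to 39.0 ± 4.88 CPM (SD, n = 3) at 8 h (log2 fold change 2.78, standard error 0.47, edgeR adjusted P = 7.50e-05), and AT2G18150 from 0.374 ± 0.551 CPM, with 0 counts in 1 library, to 61.2 ± 7.03 CPM (log2 fold change 7.32, standard error 0.55, edgeR adjusted P = 9.88e-10). At 1 h the log2 fold changes of *XTH20* and AT2G18150 were 1.44 (edgeR adjusted P = 0.0606) and 3.75 (edgeR adjusted P = 0.0378). At an unadjusted P under 0.05 the response at 8 h was smaller in *della5x* than in L*er* for *EXP1* (difference -0.79, edgeR adjusted P = 1.00) and AT2G18150 (-2.7, edgeR adjusted P = 0.839), and for *XTH20* the difference of -0.99 was within replicate error (edgeR adjusted P = 1.00). At 1 h the differences were -0.12 for *EXP1* (edgeR adjusted P = 1.00), -0.41 for *XTH20* (edgeR adjusted P = 1.00) and -0.31 for AT2G18150 (edgeR adjusted P = 1.00), none separated from replicate error. Those of *EXP1* and AT2G18150 changed sign in some fits with 1 library left out. A smaller response at 8 h was not specific to *della5x*. In *ga4* it was smaller than in L*er* at an unadjusted P under 0.05 for all 3 genes. The differences in *ga4* were -0.95 for *EXP1*, -1.49 for *XTH20* and -2.38 for AT2G18150 (edgeR adjusted P at least 0.764). Under mock conditions at 8 h, *ga4* differed from L*er* by a log2 fold change of 1.28 for *EXP1* (edgeR adjusted P = 0.0581), 1.51 for *XTH20* (edgeR adjusted P = 0.182) and 2.33 for AT2G18150 (edgeR adjusted P = 0.312).

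**Figure D3:**
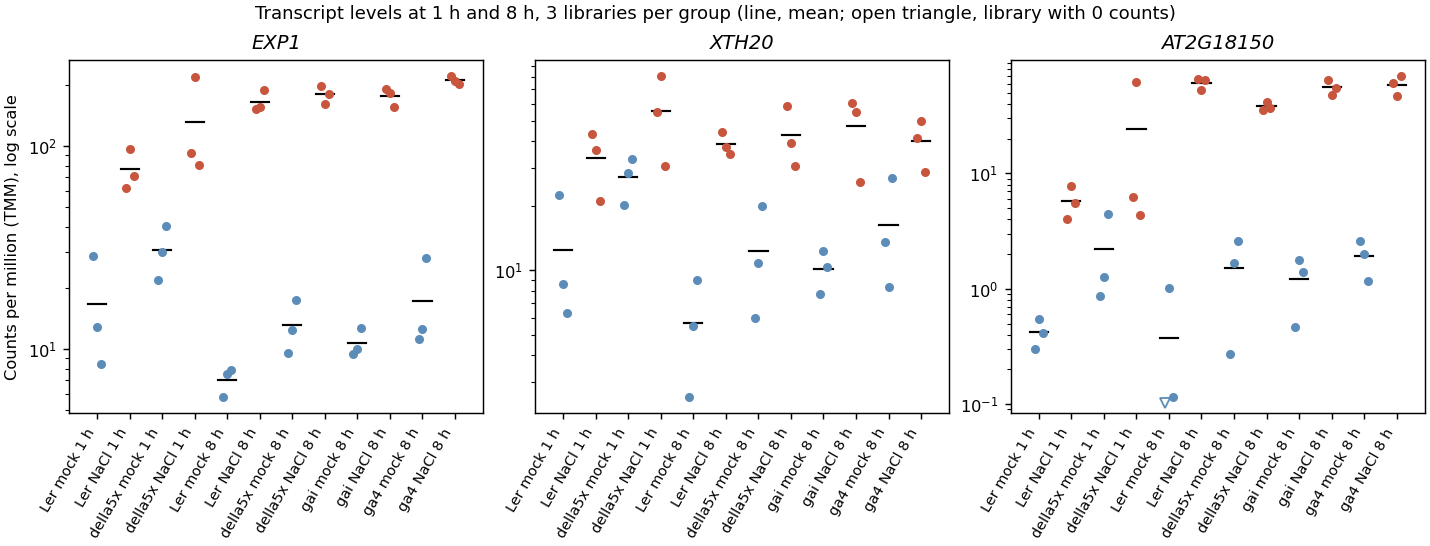
Transcript levels in CPM (y axis, log scale) of *EXP1*, *XTH20* and AT2G18150 by genotype, treatment and time (x axis), with a point for each of the 3 libraries per group (blue, mock; red, salt), a line for the mean and an open triangle at the foot of the axis for a library with 0 counts. In L*er* at 8 h the *EXP1* libraries on salt lie between 152 and 189 CPM, above the mock libraries at 5.77 to 7.86 CPM.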

Neither *EXP1* nor *XTH20* were found in the immature xylem single cell transcriptomes (Denyer *et al*., 2019; Wendrich *et al*., 2020), but previous expression data indicated that both were upregulated in the stele in response to salt (Fig. S7a) (Geng *et al*., 2013). As several genes encoding expansins were upregulated in response to salt in our analyses (Figs 4d, S7b) and expansins previously had been related to salt stress tolerance and vascular development (Jadamba *et al*., 2020), we focused on EXP1. 

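Fig. S7b shows 9 alpha-expansin genes at 8 h, of which 6 were upregulated in L*er* here. Beside *EXP1*, *EXP4* and *EXP9*, the gene *EXP10* (AT1G26770) rose from 0.352 ± 0.330 to 70.3 ± 9.16 CPM (SD, n = 3) (log2 fold change 7.59, standard error 0.43, edgeR adjusted P = 1.62e-11), from 2 to 14 counts per library under mock conditions, so its fold change rests on few counts. *EXP11* (AT1G20190) and *EXP17* (AT4G01630) rose from 25.9 ± 2.78 to 67.5 ± 1.85 CPM (log2 fold change 1.38, edgeR adjusted P = 1.24e-07) and from 79.0 ± 19.8 to 182 ± 43.0 CPM (log2 fold change 1.21, edgeR adjusted P = 1.26e-05). The log2 fold changes of *EXP7* (AT1G12560), 0.64 (edgeR adjusted P = 0.0660), and *EXP8* (AT2G40610), 1.15 (edgeR adjusted P = 0.0736), did not pass the adjusted threshold.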

Whereas the *expa1‐1* mutant did not display any xylem deviations under normal conditions, this mutant could partially suppress protoxylem gap formation upon salt stress (Fig. 5c), linking EXP1 also to modifications in xylem development upon salt stress. To test the link between GA and *VND6* and *EXP1*, we treated the mutants with PAC. Both *vnd6* and *expa1‐1* mutants displayed subtle tendencies to reduce the effect of PAC (Fig. S7c), in line with VND6 and EXP1 acting downstream of GA signalling.

**Fig. 5:**
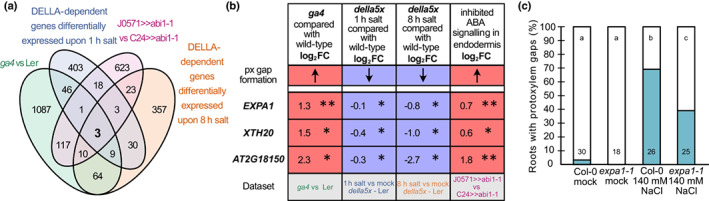
Cell wall modifying enzymes in xylem gap formation. (a) Venn diagram showing the overlap between different xylem gap‐related datasets: *ga4* vs L*er* (this study, log_2_FC < −0.5/> 0.5, *P* < 0.05), DELLA‐dependent genes differentially expressed upon 1 h salt (this study; L*er* log_2_FC > 0.5/− < 0.5, *P*_adj_ < 0.05; *della5x* (*gai‐t6 rga‐t2 rgl1‐1 rgl2‐1 rgl3‐4*) *P* < 0.05), DELLA‐dependent genes differentially expressed upon 8 h salt (this study; L*er* log_2_FC > 0.5/− < 0.5, *P*_adj_ < 0.05; *della5x P* < 0.05), and *J0571>>abi1‐1* vs *C24>>abi1‐1* (Ramachandran *et al*., 2021; log_2_FC > 0.5/−< 0.5, *P* < 0.05). (b) Differential expression relative to wild‐type (log_2_FC) of genes shared by the four datasets, shown in (a). *, *P* < 0.05; **, *P*_adj_ < 0.05. Statistical significance from DESeq2 analysis including a combinatorial effect (~genotype + genotype : condition). (c) Quantification of roots exhibiting protoxylem gaps of 6‐d‐old Arabidopsis seedlings of Col‐0 (wild‐type) and *expa1‐1* upon growth on 140 mM NaCl or under mock conditions for 3 d. Numbers indicate *n*; letters indicate statistical significance with multiple Fisher's exact test and Benjamini–Hochberg (BH) correction, *P* < 0.05.

Taken together, these results connected the xylem developmental regulator VND6, along with several of its well known targets including genes encoding SCW‐modifying enzymes, as well as with one or more alpha‐expansins as GA‐regulated factors important for the formation of protoxylem gaps under salt stress. The relatively subtle effect of *vnd6* on gap formation in response to salt and PAC further indicates that other, as of yet unidentified, transcriptional regulators also are important for intermittent repression of xylem differentiation.

### Xylem gaps correlate with better survival under salt stress

Next, we asked if the xylem gaps might help the plant withstand salt stress. As we had observed enhanced and reduced protoxylem gap formation in the *gid3x* and the *della5x* mutants, respectively (Fig. 3f,h), we first tested the salt tolerance of these, along with the *expa1* and *vnd6* mutants, displaying partially suppressed gap formation (Figs 4e, 5c). We grew 3‐d‐old seedling mutants along with wild‐type on medium containing 200 mM NaCl for 4 d, and then scored the survival of the 7‐d‐old plants by the colour of the cotyledons (white vs green or pale green). The survival rate of the *della5x* mutant was significantly worse than wild‐type upon salt stress, whereas *gid3x* survived significantly better upon salt stress compared with wild‐type (Figs 6a,b, S8a,b). For the *vnd6* and *expa1‐1* mutants we did not observe a significant difference in tolerance compared with wild‐type (Fig. S8h–j). We noted that treatment with 200 mM NaCl severely compromised root growth (Fig S8a,b,c,f,i). Therefore, the formation of new xylem is limited under these extreme conditions. Furthermore, it has previously been reported that DELLAs promote salt tolerance by reducing reactive oxygen species (ROS) levels (Achard *et al*., 2008). Therefore, it is possible that the effects on survival observed in the GA‐signalling mutants were independent of their capacity for xylem gap formation.

**Fig. 6:**
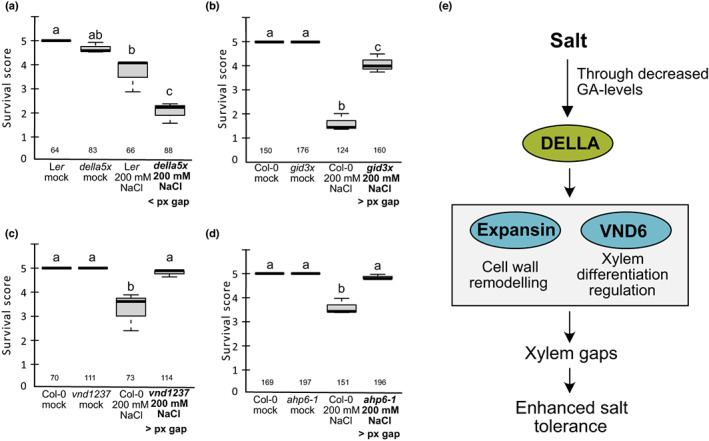
Enhanced protoxylem gap formation confers increased salt tolerance. (a–d) Survival after growth on 200 mM NaCl or under mock conditions for 4 d for mutants with more (*gid3x*, *gid1a‐2 gid1b‐3 gid1c‐1*; *vnd1237, vnd1 vnd2 vnd3 vnd7,* and *ahp6‐1*) or less (*della5x*, *gai‐t6 rga‐t2 rgl1‐1 rgl2‐1 rgl3‐4*) protoxylem (px) gap formation in response to salt stress, compared with wild‐type (Col‐0 or L*er*). Survival score was calculated by assigning plants with white cotyledons a score of 1, pale green 3 and green 5. These scores were multiplied and then divided by *n* analysed plants. Horizontal lines indicate median, whiskers indicate 1.5 interquartile range (IQR), numbers indicate *n* from three replicates. Letters indicate statistical significance with two‐way ANOVA, *P* < 0.05. (e) Proposed model for the molecular regulation of xylem gap formation in response to salt stress. Salt causes a decrease in levels of bioactive gibberellins (GAs) (Achard *et al*., 2006) leading to the stabilisation of DELLA proteins. One or more of the DELLAs promote, among others, expression of the xylem development master regulator *VND6*, along with genes for SCW formation, expansins and other cell wall remodelling genes, resulting in the occasional prevention of fully differentiated protoxylem cells, visible as protoxylem gaps, by a yet unknown mechanism. These gaps promote enhanced salt tolerance in young seedlings.

To further test the hypothesis that xylem gaps promote salt tolerance, we next assessed the salt tolerance of genotypes with no known connection to GA signalling, but exhibiting excessive protoxylem gap formation under normal conditions. We selected *ahp6‐1*, which affects protoxylem specification by interfering with the auxin–cytokinin balance (Mähönen *et al*., 2006) and a multiple *vnd* mutant, *vnd1 vnd 2 vnd3 vnd7* (*vnd1237*), displaying both protoxylem and metaxylem gaps, along with the *vnd7* mutant showing no deviant xylem phenotypes under normal conditions (Tan *et al*., 2018; Ramachandran *et al*., 2021; Figs S6i, S8d,e,g). Both *ahp6‐1* and *vnd1237* survived significantly better upon salt stress compared with the wild‐type, whereas *vnd7* behaved like the wild‐type (Figs 6c,d, S8c,f,j). We next tested if also older plants benefitted from extensive protoxylem gaps, and analysed tolerance of *ahp6‐1* transferred to salt when 7‐d old, and analysed the survival in 11‐d‐old plants, exposed to high salt for 4 d. At this age we did not find a significant difference in salt stress tolerance compared with the wild‐type (Fig. S8l), indicating that protoxylem gaps may be particularly important for young seedlings.

We next attempted to test if we could associate gap formation in response to salt with tolerance. Because of the severe effects of 200 mM NaCl we instead assessed the effects of prolonged exposure to 140 mM NaCl, which allows root growth, in Col and L*er* seedlings. Interestingly, for both wild‐type ecotypes there was a significantly higher amount of plants displaying protoxylem gaps and green cotyledons compared with those with white cotyledons (Fig. S8k), showing a correlation with xylem gap formation in response to salt and salt tolerance.

## Discussion

### Protoxylem gaps may promote seedling survival under high salinity

High soil salinity strongly impairs crop productivity and is a major problem in agriculture (Shannon & Grieve, 1999). Although salt affects plants at all developmental stages, the seedling establishment phase may be particularly vulnerable, and genetic traits affecting the performance of early life stages contribute strongly to selection and local adaptation (Postma & Ågren, 2016). Here, we provide results showing that the extent to which young seedlings form protoxylem gaps correlates with salt tolerance. We cannot exclude that other parameters also influence salt tolerance but, supporting the relevance of protoxylem gaps, such gaps are induced by high salinity not only in wild‐type Arabidopsis seedlings (Col‐0 and L*er* ecotypes), but also in seedlings of other eudicot species. Previous studies have found that processes that inhibit the transport of salt ions to the shoot via the xylem promote salt tolerance (Møller *et al*., 2009; Jiang *et al*., 2012). This may be seen in relatively salt tolerant Arabidopsis accessions that respond to salt by developing smaller vessels and less well developed xylem compared with phloem in the stem, potentially reducing hydraulic conductivity (Sellami *et al*., 2019a). The formation of protoxylem gaps may be another measure to prevent or delay salt ion distribution within the seedling. By contrast, the *acl5* mutant that developed extensive xylem was salt hypersensitive (Shinohara *et al*., 2019). The protoxylem gaps formed in response to salt stress may be particularly important during the seedling establishment phase, as 11‐d‐old *ahp6* seedlings with excessive protoxylem gaps, but after the onset of secondary growth (Smetana *et al*., 2019), behaved similarly to wild‐type plants on salt. In very young seedlings, water transport relies relatively more on the protoxylem, whereas most transport would occur via metaxylem and secondary xylem vessels in later developmental stages, probably decreasing the relative relevance of the protoxylem strands.

### Protoxylem gap formation upon high salinity requires reduced GA signalling

Previously, we and others have found that plants exposed to water‐limiting conditions or elevated ABA levels respond by forming additional protoxylem strands and metaxylem closer to the root tip (Ramachandran *et al*., 2018, 2021; Bloch *et al*., 2019). Here we show that these ABA‐mediated responses also occur upon exposure to salt stress, but only relatively late. A more rapid response is the formation of protoxylem gaps, which happens independently of ABA signalling. Instead, multiple lines of evidence point towards reduced GA levels and/or signalling as critical for the formation of protoxylem gaps in response to salt stress. In particular, a mutant defective in all five DELLA genes, and therefore with de‐repressed GA signalling, did not form protoxylem gaps upon salt stress. Previous data have shown that high levels of GA render plants more sensitive to salt, and that GA‐2‐oxidases, which normally are upregulated by salt, reduce GA levels and protect against salt stress (Achard *et al*., 2006; Magome *et al*., 2008; Colebrook *et al*., 2014). Consequently, *della* mutants are less salt tolerant, whereas stabilisation of RGL3, along with the auxin‐signalling repressor IAA17, confers salt stress resistance (Achard *et al*., 2006, 2008; Shi *et al*., 2017). Whereas multiple studies connect GA signalling with various steps of xylem development (Ashraf *et al*., 2002; Colebrook *et al*., 2014; Guo *et al*., 2015; Yamazaki *et al*., 2018; Singh *et al*., 2019), it has not been clear if GA's effects on xylem morphology and differentiation impact salt tolerance. Therefore, our findings here contribute a link between GA's effects on xylem differentiation and salt sensitivity.

### Xylem master regulator VND6 is used in gap formation under salt stress

A relatively large set of previously identified xylem‐active genes were upregulated in a DELLA‐dependent manner under salt, including genes encoding the xylem differentiation master regulators VND6 and MYB83 (Kubo *et al*., 2005; McCarthy *et al*., 2009), along with multiple genes known to act downstream of these regulators encoding, for example, SCW cellulose synthases. This was a puzzling observation, as the protoxylem gaps had reduced SCW differentiation. However, the *vnd6* mutant displayed a reduced capacity for gap formation, suggesting that the activation of *VND6* upon salt indeed was connected to intermittently inhibited protoxylem cell differentiation. Therefore, these results suggested that *VND6* activated under salt conditions may have a different and additional role rather than governing metaxylem differentiation, and instead contribute to the modification of protoxylem differentiation. How VND6 orchestrates this feat is currently unknown, and will be an important question for future research. 

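At 8 h under salt *VND6* was at 2.33 ± 0.372 CPM in *della5x* (SD, n = 3), which differed from L*er* under salt by a log2 fold change of 0.052 (standard error 0.38, edgeR adjusted P = 0.976; -0.10 to 0.27 with single libraries left out). A lower *VND6* level in *della5x* than in L*er* under salt was not detectable at this depth. At 1 h *VND6* was at 2.81 ± 1.23 CPM in *della5x* and 0.995 ± 0.135 CPM in L*er* under mock conditions (log2 fold change 1.48, edgeR adjusted P = 0.229), and the response of L*er* to 1 h of salt was 0.37 (edgeR adjusted P = 0.675).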

Intriguingly, our transcriptome data suggest that DELLAs repressed *VND6* under control conditions, but activated it upon salt stress. It is known that DELLAs can act both as transcriptional activators and repressors depending on the interaction partner (Locascio *et al*., 2013; Yoshida *et al*., 2014). Discontinuous xylem has previously been observed when overexpressing WRKY15 (Ge *et al*., 2020). 

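*WRKY15* (AT2G23320) rose in L*er* from 23.4 ± 1.20 to 61.0 ± 6.02 CPM (SD, n = 3) at 8 h (log2 fold change 1.38, standard error 0.15, edgeR adjusted P = 1.66e-07) and from 24.2 ± 3.92 to 52.4 ± 2.07 CPM at 1 h (log2 fold change 1.12, standard error 0.18, edgeR adjusted P = 0.00165). The response differed in *della5x* by -0.054 at 8 h (standard error 0.20, edgeR adjusted P = 1.00; -0.28 to 0.071 with single libraries left out) and by -0.25 at 1 h (standard error 0.25, edgeR adjusted P = 1.00), within replicate error at both times. In *gai* the response at 8 h was smaller at an unadjusted P under 0.05, with a difference of -0.57 (standard error 0.20, edgeR adjusted P = 0.660) and in *ga4* the difference was -0.33 (edgeR adjusted P = 1.00). Under mock conditions the level was higher than in L*er* in both mutants, with log2 fold changes of 0.37 (edgeR adjusted P = 0.108) and 0.55 (edgeR adjusted P = 0.0133).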

In our transcriptome, we see an induction of *WRKY15* upon growth on salt, however this appears to be DELLA independent. It will be relevant to further assess a potential connection between WRKY15 and VND6, as well as identifying DELLA interacting partners under normal and high salt conditions to elucidate how VND6 may shift activity to contribute to the promotion of protoxylem gaps under salt stress.

It is likely that other factors in addition to VND6 act downstream of the DELLAs, as the *vnd6* mutant could not completely suppress gap formation under salt. We found that a mutant of *EXP1* also partially could repress xylem gap formation, indicating that cell wall remodelling also contributes to xylem gap formation. Previous studies have similarly found elevated expansin levels under salt stress, and cell walls may undergo extensive remodelling under salt acclimation (Shen *et al*., 2014). Altered SCW composition with a higher cellulose and hemicellulose content and reduced lignin was observed in the Arabidopsis stem after salt stress, resulting in enhanced vessel elasticity, and preventing collapse due to the osmotic stress (Sellami *et al*., 2019b). In rice, overexpression of *OsEXPA7* led to changes in the vasculature and increased salt tolerance (Jadamba *et al*., 2020). From our results, we cannot tell if cell wall modifications happened exclusively in the xylem or also in other tissues, and it will be relevant to further assess cell‐specific effects upon salt stress.

### Conclusion

Salt stress induces the local inhibition of protoxylem differentiation, causing protoxylem gaps in young Arabidopsis seedlings. Gap formation requires the DELLA‐mediated repression of GA signalling, and it is likely that salt stress triggers a reduction in bioactive GA levels, therefore stabilising DELLA proteins. Under salt stress, DELLAs promote a set of VND6‐regulated factors, which may include SCW differentiation enzymes. DELLAs also promote other enzymes, such as alpha‐expansins, as depicted in the model in Fig. 6d. Mutational analysis of *VND6* and *EXP1* linked these factors to the formation of protoxylem gaps under salt, as the mutants partially suppressed gap formation. The xylem gaps may confer salt tolerance to young seedlings and therefore provide an adaptive advantage. Seedlings of several other, distantly related, eudicot species similarly formed protoxylem gaps upon salt stress, and tomato seedlings responded similarly to Arabidopsis to reduced GA levels. These findings suggested that protoxylem gap formation and the mechanisms governing this trait are not specific to Arabidopsis.

## Competing interests

None declared.

## Author contributions

Design of the research, FA, AC; performance of the research, FA; data analysis, FA, AC; writing – original draft, FA; writing – review and editing, FA, AC; funding acquisition, FA, AC.

## Supporting information

**Fig. S1** Protoxylem gaps are formed in response to salt.
**Fig. S2** Protoxylem gap formation is not abscisic acid mediated.
**Fig. S3** Protoxylem gaps are formed in several eudicot species upon salt.
**Fig. S4** Reduced gibberellin levels induce protoxylem gap formation.
**Fig. S5** Reduced gibberellin signalling induces protoxylem gap formation.
**Fig. S6** Cell wall‐related genes are differentially expressed in a DELLA‐dependent manner upon salt.
**Fig. S7** Cell wall modifying enzymes in xylem gap formation.
**Fig. S8** Enhanced protoxylem gap formation confers increased salt tolerance.
**Methods S1** Key resources used in this study. Click here for additional data file.

**Table S1** Summary of statistical analyses. Click here for additional data file.

**Table S2** Differentially expressed genes in roots of L*er*, *della5x*, *gai* and *ga4* upon growth on salt for 1–8 h.
**Table S3** Enriched gene ontologies from Panther analysis of xylem expressed genes upregulated and downregulated by 1 h/8 h of salt exposure in DELLA‐/gibberellin‐dependent manner.
Please note: Wiley Blackwell are not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office. Click here for additional data file.

## Data Availability

All data and material produced in this study are available on request from the corresponding author.

# Supplementary material for: Salinity induces discontinuous protoxylem via a DELLA‐dependent mechanism promoting salt tolerance in Arabidopsis seedlings
**Source:** New Phytol. 2022 Jul 12;236(1):195–209. doi: 10.1111/nph.18339
**Supplement:** Supplementary file 1 — Fig. S1 Protoxylem gaps are formed in response to salt. Fig. S2 Protoxylem gap formation is not abscisic acid mediated. Fig. S3 Protoxylem gaps are formed in several eudicot species upon salt. Fig. S4 Reduced gibberellin levels induce protoxylem gap formation. Fig. S5 Reduced gibberellin signalling induces protoxylem gap formation. Fig. S6 Cell wall‐related genes are differentially expressed in a DELLA‐dependent manner upon salt. Fig. S7 Cell wall modifying enzymes in xylem gap formation. Fig. S8 Enhanced protoxylem gap formation confers increased salt tolerance. Methods S1 Key resources used in this study.

## ***New Phytologist* Supporting Information**

Article title: **Salinity induces discontinuous protoxylem via a DELLA-dependent mechanism promoting salt tolerance in *Arabidopsis* seedlings**

Authors: Frauke Augstein and Annelie Carlsbecker

Article acceptance date: 11 June 2022

The following Supporting Information is available for this article:

**Fig. S1** Protoxylem gaps are formed in response to salt.

**Fig. S2** Protoxylem gap formation is not ABA mediated.

**Fig. S3** Protoxylem gaps are formed in several eudicot species upon salt.

**Fig. S4** Reduced GA-levels induces protoxylem gap formation.

**Fig. S5** Reduced GA-signalling induces protoxylem gap formation.

**Fig. S6** Cell wall related genes are differentially expressed in a DELLA-dependent manner upon salt.

**Fig. S7** Cell wall modifying enzymes in xylem gap formation.

**Fig. S8** Enhanced protoxylem gap formation confers increased salt tolerance.

**Table S1** Summary of statistical analyses (see separate file)

**Table S2** Differentially expressed genes in roots of *Ler*, *della5x*, *gai* and *ga4* upon growth on salt for 1h and 8h, related to Fig. 4, 5, S6, S7. (see separate file)

**Table S3** Enriched GOs from Panther analysis of xylem expressed genes up- and downregulated by 1h/ 8h of salt exposure in DELLA-/ GA-dependent manner

**Methods S1** Key resources used in this study

**Fig. S1 Protoxylem gaps are formed in response to salt.** All data are from roots of 6-day old Arabidopsis seedlings grown for 3 days on NaCl, mannitol, ABA or under mock conditions, unless otherwise stated. **(a)** Cartoon of protoxylem gap formation along the root upon exposure to salt. **(b)** Root growth of Arabidopsis seedlings on NaCl or mock plates. Numbers above the graph indicate n roots analyzed; Horizontal lines indicate median, whiskers indicate 1.5 Interquartile range (IQR), letters indicate statistical significance with t-test,  $p < 0.05$ . **(c)** Quantification of number of primary root tips of 14 day old plants grown on 140mM NaCl for 3 days with protoxylem gaps. Number of analyzed roots (n) is indicated on the bars; letters indicate statistical significance with multiple Fisher's exact test and BH correction,  $p < 0.05$  **(d)** Quantification of number of roots with protoxylem gaps after growth on different concentrations of salt or mannitol, where 280 mM mannitol is iso-osmolaric to 140 mM NaCl. **(e)** Seedlings were transferred for three days to Treatment 1 (T1) and then transferred to Treatment 2 (T2) for three days. The parts of the roots that were grown under the different treatments were collected and analyzed separately.

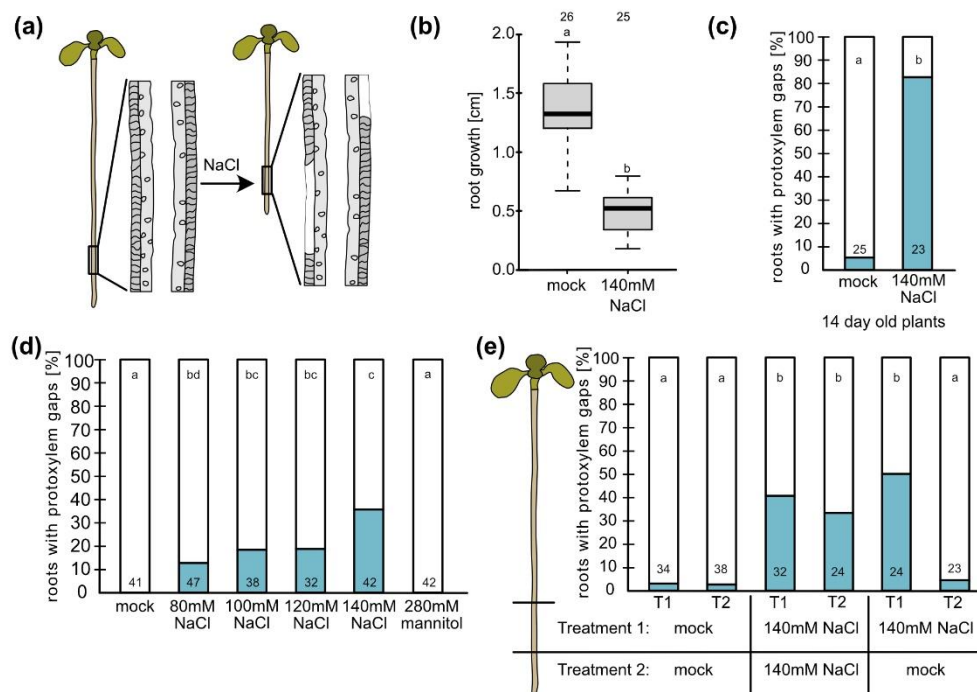

**Fig. S2 Protoxylem gap formation is not ABA mediated.** (a) Quantification of roots with protoxylem gaps after growth on salt for 3, 5 or 7 days. (b) Quantification of roots with extra protoxylem after growth on salt for 3, 5 or 7 days. (c) Quantification of extra protoxylem in wild type (Col-0) or *abi1-1C* roots after growth on salt or mannitol. (d) Differential interference (DIC) images of Col-0 root xylem. Scale bars, 50  $\mu$ m (e) Quantification of roots exhibiting differentiated inner metaxylem (imx) at 1 mm from the root tip, after growth on salt or mannitol. (f) Root growth of Col-0 or *abi1-1C* on salt or mannitol. Horizontal lines indicate median, whiskers indicate 1.5 Interquartile range (IQR), letters indicate statistical difference with Two-way-ANOVA;  $p < 0.05$ . (g) Quantification of number of roots with protoxylem gaps in Col-0 and *abi1-1C* after growth on salt or mannitol. (h) Quantification of number of roots with protoxylem gaps in Col-0 after growth on mock or 1 $\mu$ M ABA for 3 days. (i) Quantification of roots with protoxylem gaps in Col-0 and *snrk2.2 snrk2.3* after growth on salt. (j) Root growth of Col-0 and *snrk2.2 snrk2.3* on salt. In a, c-e, g-j, horizontal lines indicate median, whiskers indicate 1.5 Interquartile range (IQR), numbers in bars indicate n; letters indicate statistical significance with multiple Fisher's exact test and BH correction,  $p < 0.05$ . In f and j, numbers in bars indicate n; letters indicate statistical significance with Two-way ANOVA,  $p < 0.05$ .

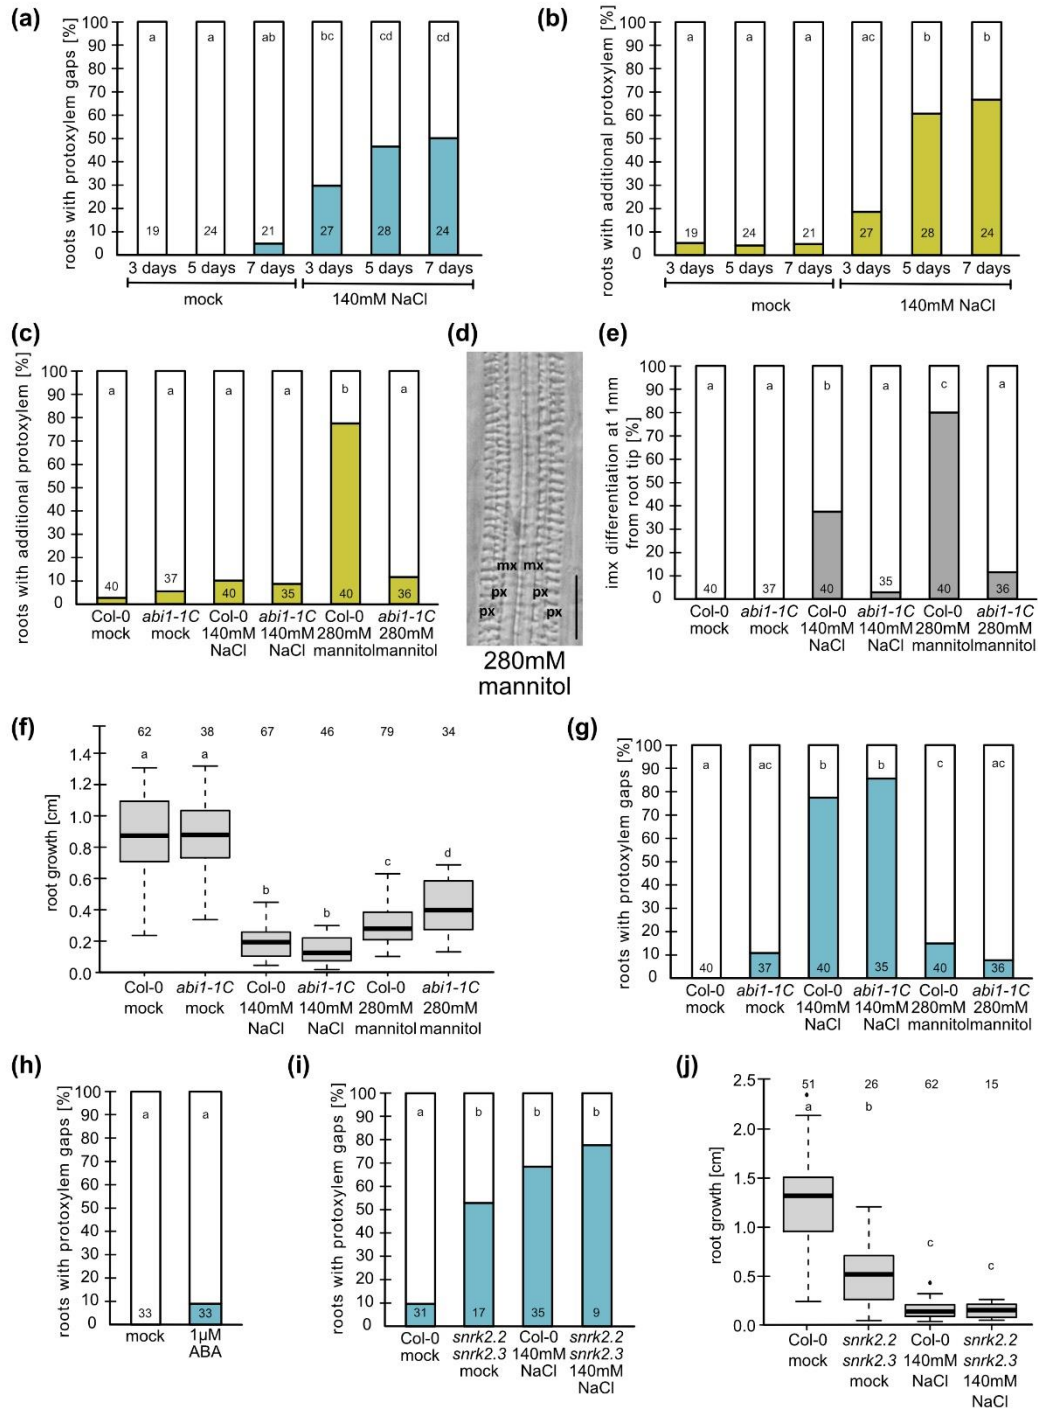

**Fig. S3 Protoxylem gaps are formed in several eudicot species upon salt.** (a) Quantification of sugar beet roots exhibiting protoxylem gaps after growth for 3 days on 140 mM NaCl. (b) Quantification of *Eutrema* roots exhibiting protoxylem gaps after growth for 3 days on 140 mM NaCl. (c) Quantification of *Eutrema* roots exhibiting extra protoxylem after growth for 3 days on 200 mM NaCl. Numbers in bars indicate n; letters indicate statistical significance with multiple Fisher's exact test and BH correction,  $p < 0.05$ .

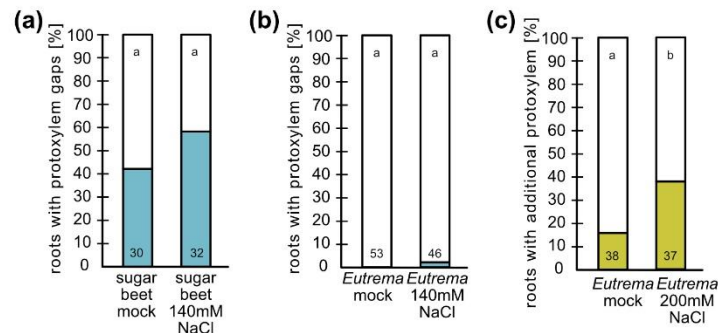

**Fig. S4 Reduced GA-levels induces protoxylem gap formation.** All results presented were observed in roots of 6-day old *Arabidopsis* seedlings of indicated genotypes grown for 3 days on 140mM NaCl or under mock conditions, and with indicated treatments of GA<sub>3</sub>, GA<sub>4+7</sub> (dissolved in DMSO) or Paclobutrazol (PAC). *Della4x* is *gai-t6 rga-t2 rgl1-1 rgl2-1*. **(a), (c - d)** Quantification of roots exhibiting different amount of protoxylem gaps. Numbers indicate n of the observed phenotype **(b), (e - f)** Quantification of roots exhibiting protoxylem gaps. Numbers indicate n; letters indicate statistical significance with multiple Fisher's exact test and BH correction,  $p < 0.05$ .

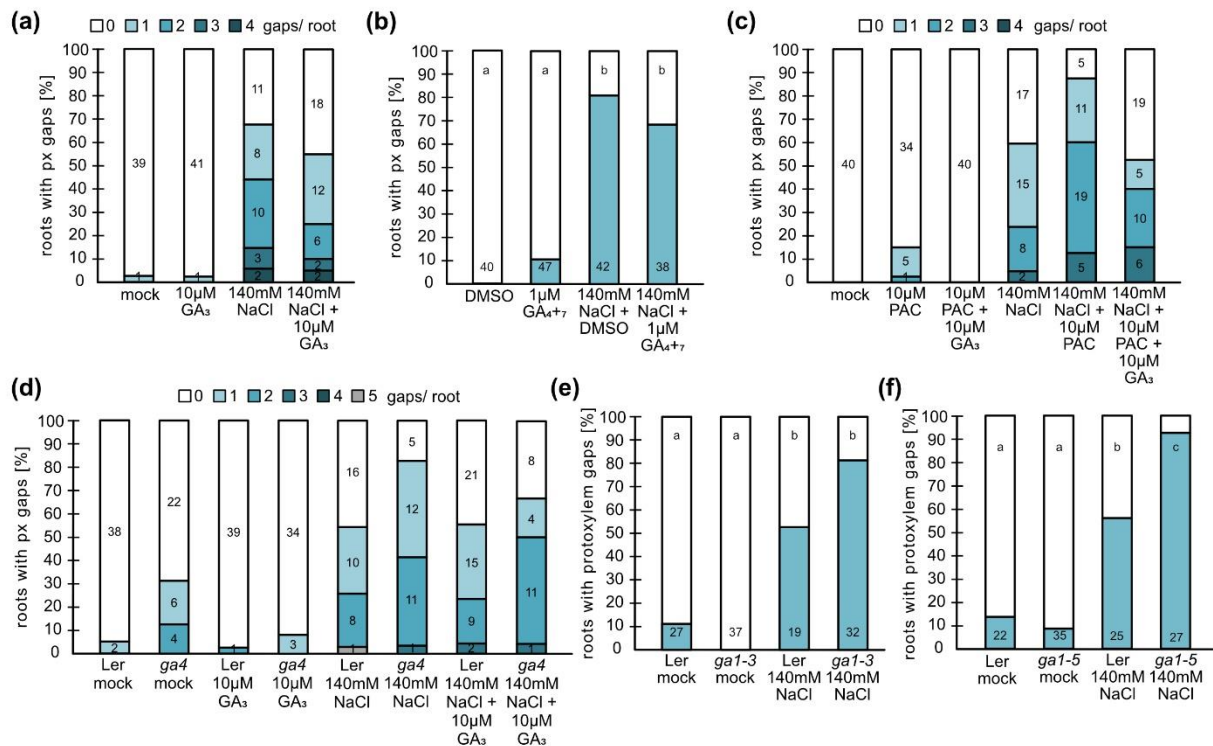

**Fig. S5 Reduced GA-signalling induces protoxylem gap formation.** (a) Quantification of roots exhibiting different amount of protoxylem gaps. Numbers indicate n of the observed phenotype (b - e) Quantification of roots exhibiting protoxylem gaps. Numbers indicate n; letters indicate statistical significance with multiple Fisher's exact test and BH correction,  $p < 0.05$ . (f) Confocal micrographs of *RGA::GFP-RGA* in root meristems of 5-day old Arabidopsis seedlings after 6-9 h on 140mM NaCl, 280mM mannitol or mock conditions. Purple, PI-stain; Green, GFP. Scale bar, 20 $\mu$ m. (g) Quantification of mean meristem stele *RGA::GFP-RGA* intensity. Horizontal lines indicate median, whiskers indicate 1.5 Interquartile range (IQR), dots above leftmost plot indicate outliers, numbers indicate n, letters statistical significance with Two-way ANOVA,  $p < 0.05$ .

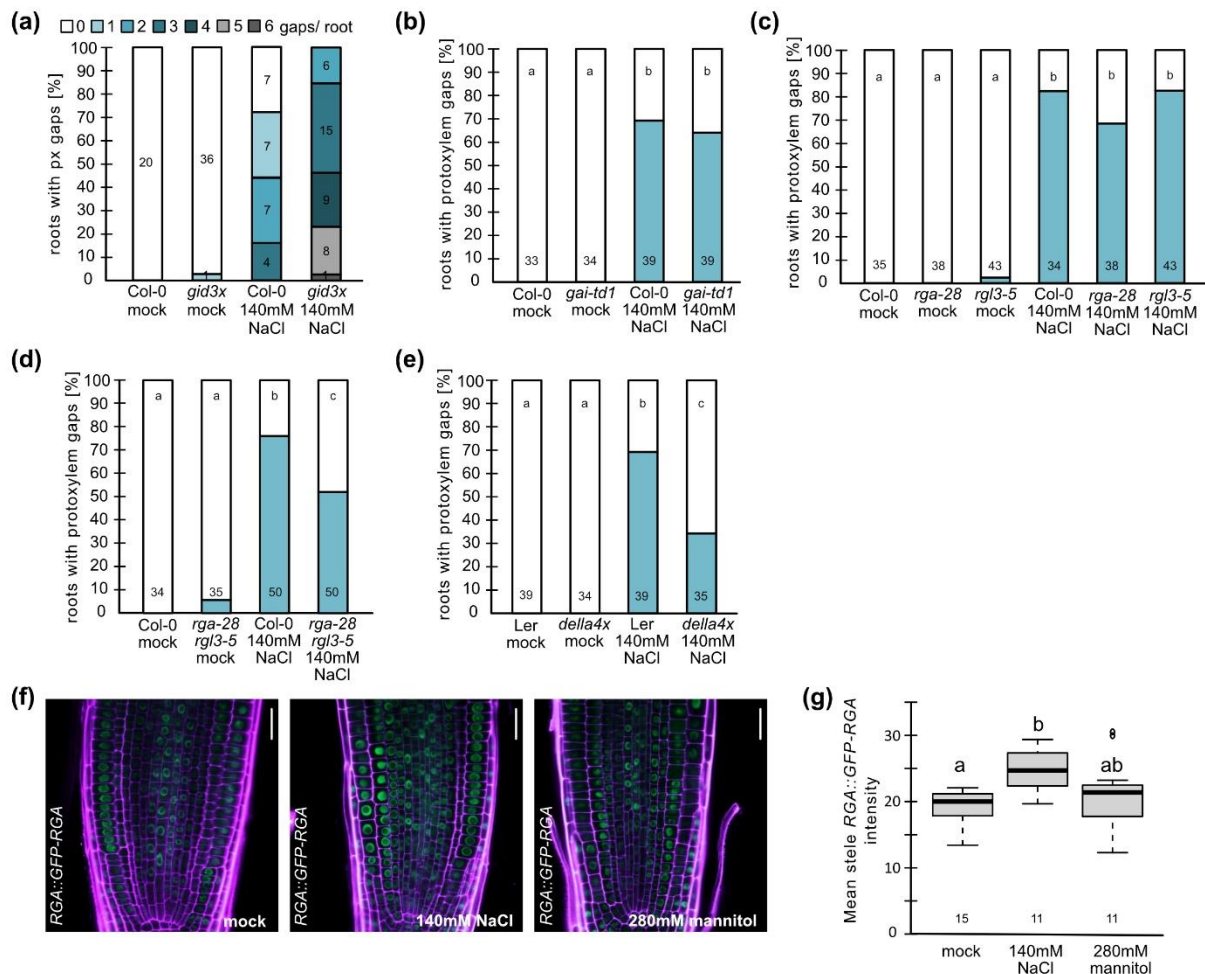

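Under mock conditions at 8 h, 373 genes were higher and 464 lower in *della5x* than in L*er* (log2 fold change above 0.5 or below -0.5, unadjusted P under 0.05) among 19645 genes tested, against 603 and 556 in *gai* and 681 and 559 in *ga4*. An edgeR adjusted P under 0.05 was reached by 102, 169 and 289 genes, respectively. At 1 h 889 genes were higher and 613 lower in *della5x*, and 32 had an edgeR adjusted P under 0.05. With DESeq2, 295 genes in *della5x*, 557 in *gai* and 606 in *ga4* had an adjusted P under 0.05 at 8 h, and with single libraries left out as few as 51, 46 and 96 passed in edgeR. The smallest P values in *della5x* were those of *RGL3* (log2 fold change 5.29, edgeR adjusted P = 1.65e-10) and AT5G15360 (-3.21, edgeR adjusted P = 1.65e-10), which lie within 1 Mb of each other on chromosome 5, a region with more differing genes than elsewhere. In *gai* and in *ga4* the smallest was that of *MRD1* (AT1G53480), with log2 fold changes of -7.90 (edgeR adjusted P = 1.46e-07) and -8.49 (edgeR adjusted P = 1.12e-07).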

**Fig. S6 Cell wall related genes are differentially expressed in a DELLA-dependent manner upon salt.** (a) Venn diagram-section (light blue) of genes downregulated in wildtype and expressed in xylem according to published single cell data sets (Denyer et al., 2019; Wendrich et al., 2020), see fig. 4B. The fraction of genes differentially expressed in *della5x* (*gai-t6 rga-t2 rgl1-1 rgl2-1 rgl3-4*), *ga4* and/or *gai* is displayed on top of the section. (b) REVIGO clustering (Supek et al., 2011) of GO-terms enriched for genes that are downregulated upon salt, xylem expressed and differentially expressed in *della5x*, *gai* and/or *ga4*. (c) Heatmap of genes that are differentially regulated in *della5x* vs. wildtype under mock ( $\log_2FC < -0.5 / > 0.5$ ,  $p < 0.05$ ), and filtered for xylem-expression. (d) Differentially expressed genes ( $\log_2FC < -0.5 / > 0.5$ ,  $\text{padj} < 0.05$ ) after 1h of salt exposure in Ler (wildtype) and the fraction of those genes differentially expressed in *della5x* ( $p < 0.05$ ). (e) Venn diagram of genes that are up- and downregulated in wildtype after 1h of salt exposure and genes expressed in xylem according to published single cell data sets (Denyer et al., 2019; Wendrich et al., 2020). Venn diagram fractions display upregulated (pink) or downregulated (light blue) xylem expressed genes differentially expressed in *della5x*. (f) REVIGO clustering (Supek et al., 2011) of GO-terms enriched for genes that are upregulated upon 1h salt, xylem expressed and differentially expressed in *della5x*. (g) Heatmap of genes extracted from GO-term enrichment analysis for genes that are downregulated upon 1h salt. Only the three shown GO-terms were enriched. \*,  $p < 0.05$ ; \*\*,  $\text{padj} < 0.05$ . Statistical significance from DESeq2 analysis including a combinatorial effect ( $\sim \text{genotype} + \text{genotype}:\text{condition}$ ). (h) *VND6* expression corresponding single cell sequencing data extracted from the RootCellAtlas (<https://rootatlas.netlify.app/rootAtlas>) (i) Quantification of roots exhibiting protoxylem gaps. Numbers indicate n; letters indicate statistical significance with multiple Fisher's exact test and BH correction,  $p < 0.05$ .

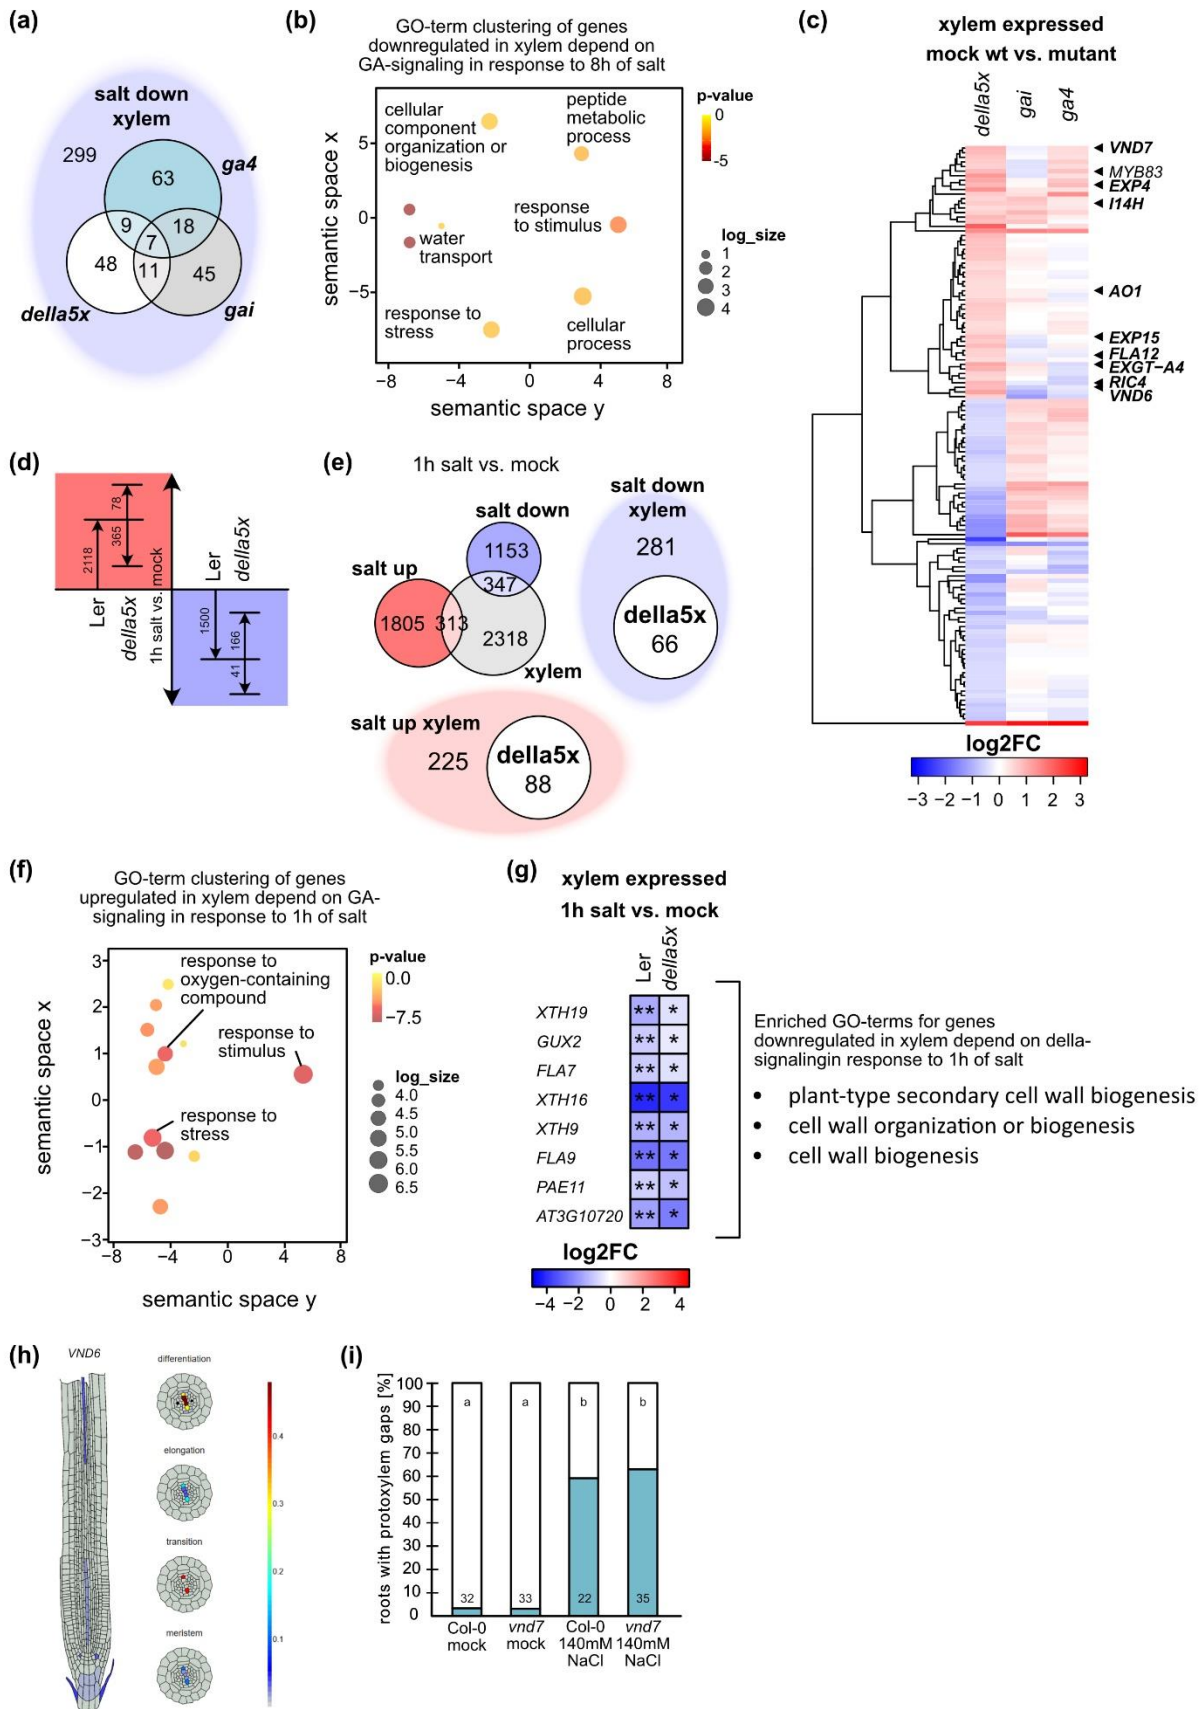

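The responses of the alpha-expansin genes to 8 h of salt were compared between each mutant and L*er*. In *della5x* the response was smaller for all 9 genes of Fig. S7b, with an unadjusted P under 0.05 for *EXP1*, *EXP10* and *EXP11*. *EXP10* reached 11.2 ± 1.17 CPM under salt in *della5x* (SD, n = 3), and the difference of its response was -2.96 (standard error 0.77, edgeR adjusted P = 0.764). With DESeq2 the adjusted P was 0.0340, whereas the level under salt differed from that in L*er* by -2.65 (edgeR adjusted P = 6.60e-06). For *EXP11* the difference was -0.50 (standard error 0.20, edgeR adjusted P = 1.00), and for *EXP4*, *EXP9*, *EXP15*, *EXP17*, *EXP7* and *EXP8* it was -0.57, -0.27, -0.061, -0.19, -0.19 and -0.35, within replicate error (edgeR adjusted P = 1.00 for *EXP4*, the smallest). In *gai* no gene of the 9 had an unadjusted P under 0.05, the smallest being that of *EXP10*, with a difference of -1.23 (edgeR adjusted P = 1.00). In *ga4* the responses of *EXP1*, at -0.95 (edgeR adjusted P = 0.875), and *EXP10*, at -1.48 (edgeR adjusted P = 0.952), were smaller than in L*er* at an unadjusted P under 0.05.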

**Fig. S7 Cell wall modifying enzymes in xylem gap formation.** (a) Tissue specific expression of *EXP1* and *XTH20* during a time course of salt exposure extracted from the eFP browser (Geng *et al.*, 2013). (b) Heatmap showing expression of alpha-expansins after 8h of salt exposure in *Ler* (wild type), *della5x* (*gai-t6 rga-t2 rgl1-1 rgl2-1 rgl3-4*), *gai* and *ga4* \*,  $p < 0.05$ ; \*\*,  $p_{adj} < 0.05$  (see also Supplementary Table 2). Statistical significance from DESeq2 analysis including a combinatorial effect ( $\sim$ genotype+genotype:condition). (c) Quantification of roots exhibiting protoxylem gaps. Numbers indicate n; letters indicate statistical significance with multiple Fisher's exact test and BH correction,  $p < 0.05$ .

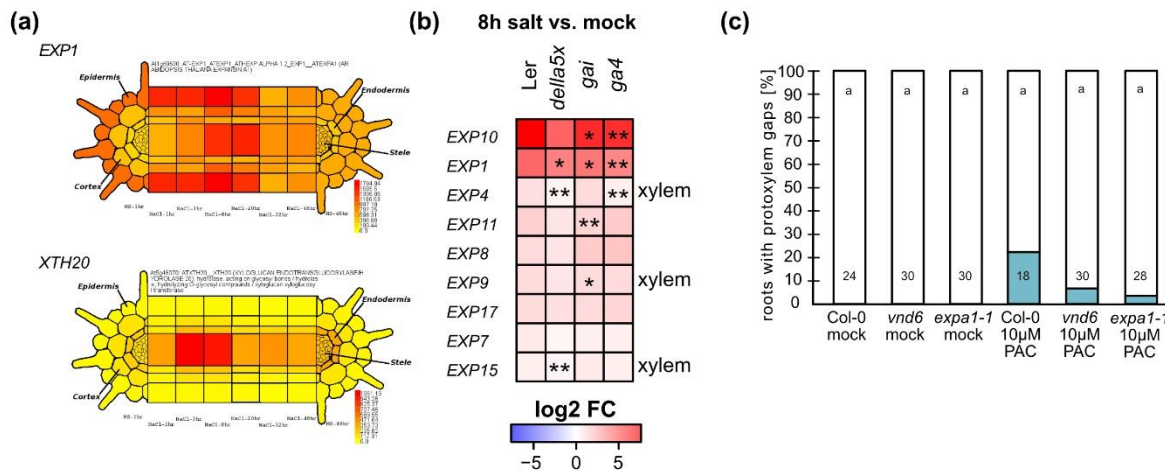

**Fig. S8 Enhanced protoxylem gap formation confers increased salt tolerance. (a - c, f, i)**

Pictures of seedlings of indicated genotypes, grown for 4 days on mock or 200mM NaCl. *della5x* is *gai-t6 rga-t2 rgl1-1 rgl2-1 rgl3-4*; *vnd1237* is *vnd1 vnd2 vnd3 vnd7*. Arrowheads point at examples of seedlings with green, pale green and white cotyledons. Scale bar, 1 cm. **(d - e)** Quantification of roots exhibiting **(d)** protoxylem or **(e)** outer metaxylem gaps in 6-day old Arabidopsis Col-0 or *vnd1237* grown for 3 days on 140mM NaCl or under mock conditions. **(g)** Quantification of roots exhibiting protoxylem gaps in 6-day old Arabidopsis Col-0 or *ahp6-1* grown for 3 days on 140mM NaCl or under mock conditions. Numbers indicate n; letters indicate statistical significance with multiple Fisher's exact test and BH correction,  $p < 0.05$ . **(h, j)** Salt tolerance assay after growth on 200mM NaCl or mock conditions for 4 days for 3 day old seedlings. Survival score was calculated by assigning plants with white cotyledons a score of 1, pale green 3 and green 5. These scores were multiplied and then divided by n analyzed plants. Numbers indicate n from **(h)** three or **(j)** four replicates. Horizontal lines indicate median, whiskers indicate 1.5 Interquartile range (IQR), letters indicate statistical significance with Two-way ANOVA,  $p < 0.05$ . **(k)** Quantification of roots exhibiting protoxylem gaps in 6-day old Arabidopsis Col-0 or *Ler* grown for 4 days on 140mM NaCl or under mock conditions. Seedlings with green and white cotyledons were analyzed separately. Numbers indicate n; letters indicate statistical significance with multiple Fisher's exact test and BH correction,  $p < 0.05$ . **(l)** Salt tolerance assay after growth on 200mM NaCl or mock conditions for 4 days for 7 day old *ahp6-1* seedling. Survival score was calculated by assigning plants with white cotyledons a score of 1, pale green 3 and green 5. These scores were multiplied and then divided by n analyzed plants. Horizontal lines indicate median, whiskers indicate 1.5 Interquartile range (IQR), numbers indicate n from five replicates. Letters indicate statistical significance with Two-way ANOVA,  $p < 0.05$ .

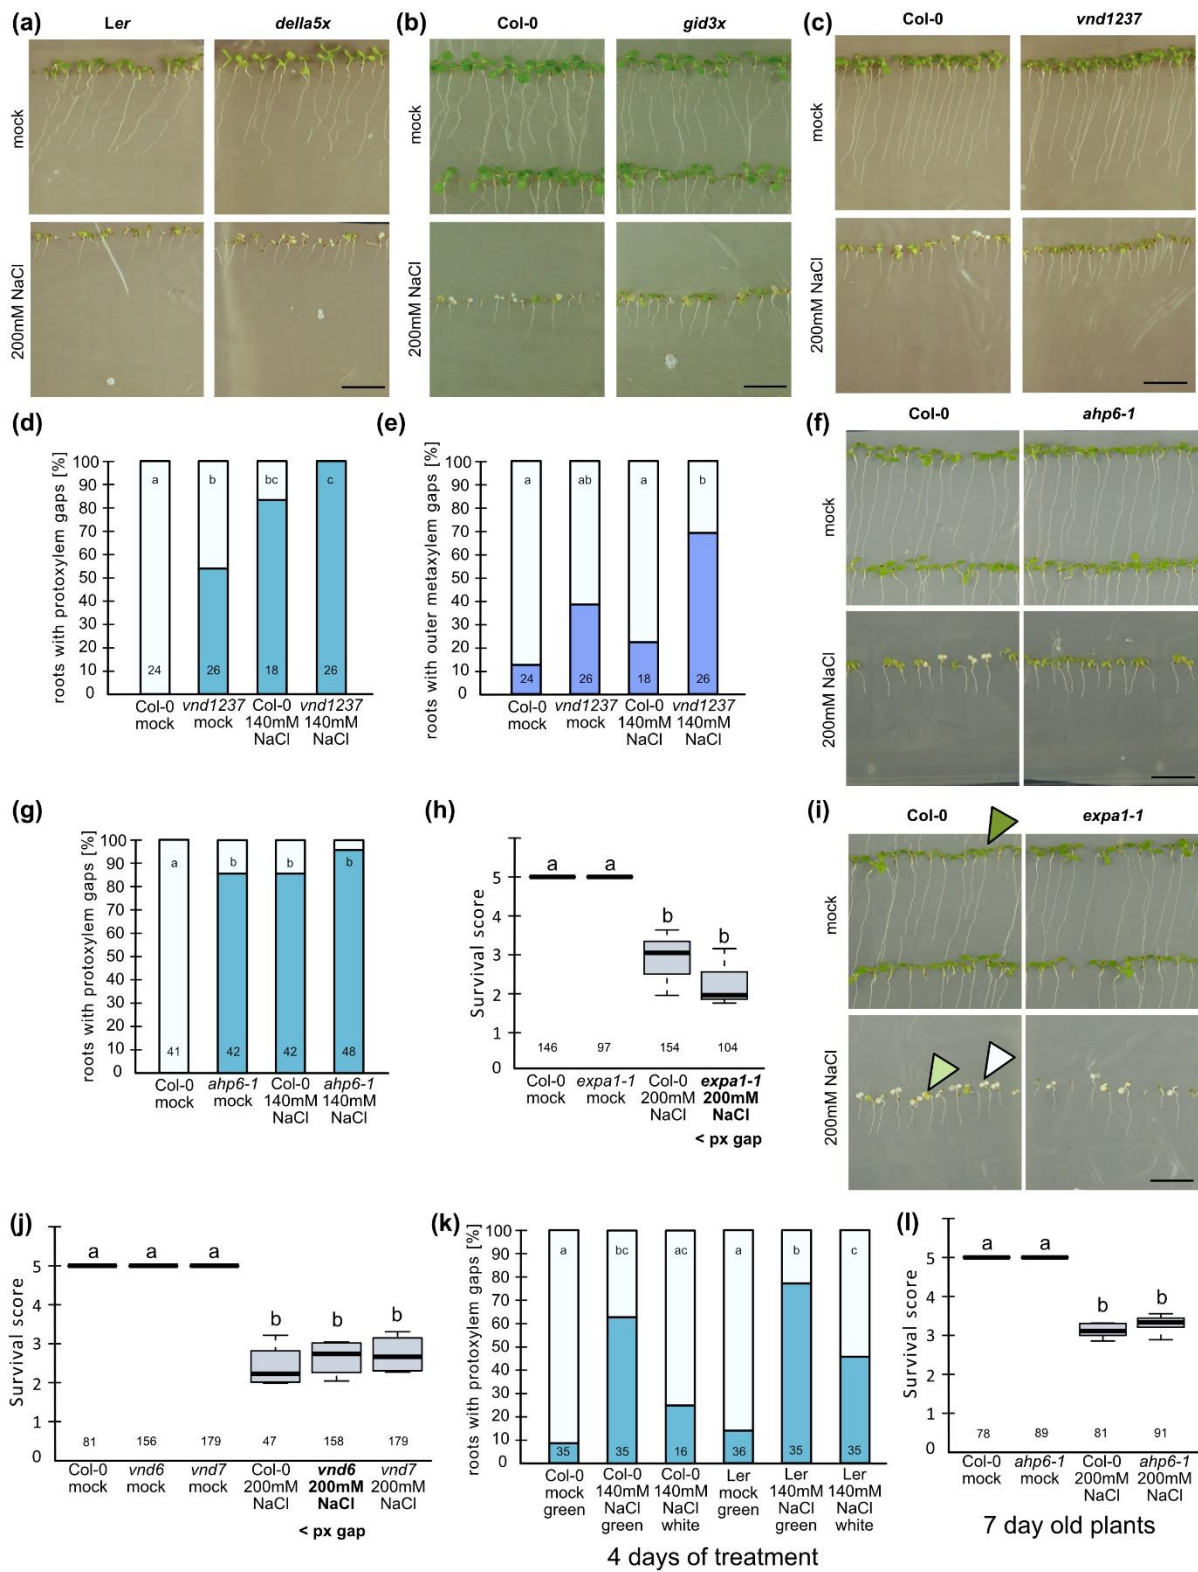

**Table S1** Summary of statistical analyses

**Table S2 Differentially expressed genes in roots of *Ler*, *della5x*, *gai* and *ga4* upon growth on salt for 1h and 8h, related to Fig. 4, 5, S6, S7. (a) and (b) RNA-Seq on roots (1 cm) of *Ler* and *della5x* (*gai-t6 rga-t2 rgl1-1 rgl2-1 rgl3-4*) treated for 1h with 140mM NaCl or mock. (a)**

Differential expression analysis evaluating the impact of the mutant background on the effect of 140mM NaCl treatment (combinatorial effect). Log2 fold-changes (log2FC) were extracted from the pairwise comparison of mock-treatment for each genotype, while p values and adjusted p (padj) were extracted from the pairwise comparison between mutant and wildtype. 

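The comparison of mutant with wild-type can be made under mock conditions, under salt or between the responses to salt, so the P values listed for *della5x* at 1 h were set beside those of each comparison from DESeq2 fitted to the counts of the 12 libraries of 1 h. Across 1981 genes, which are not independent replicates, the Spearman correlation of -log10 P with the listed values was 0.999999 for *della5x* against L*er* under mock conditions, 0.384 for the difference of the responses and 0.198 for *della5x* against L*er* under salt. With edgeR's quasi-likelihood test on the 1367 listed genes it tested, the correlations were 0.99, 0.285 and -0.00035. Of the 650 genes that the table lists first, as DELLA-dependent, 650 had an unadjusted DESeq2 P under 0.05 under mock conditions and 210 for the difference of the responses. The listed log2 fold changes of L*er* and of *della5x* had a Pearson correlation of 1.00 and 0.999854 with those computed here across 1998 genes.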

P values and padj for *Ler* were extracted from the pairwise comparison with mock treatment. Genes upregulated by NaCl in *Ler* with log2FC>0.5 are marked in green lettering, and those with log2FC<-0.5 in red, genes with padj<0.05 are marked in bold, genes with p<0.05 in italics.

Genes significantly upregulated upon NaCl in *Ler* (padj<0.05), which are significantly reduced in mutant (p<0.05) are marked in blue lettering. (b) Differential expression analysis between *Ler* and *della5x*. Log2FC, p values and padj were extracted from pairwise comparisons. Genes with log2FC>0.5 in mutant compared to *Ler* are marked in green lettering, and those with log2FC<-0.5 in red. Genes with padj<0.05 are marked in bold; genes with p<0.05 in italics. (c) and (d)

RNA-Seq on roots (1 cm) of *Ler*, *della5x*, *gai*, *ga4* treated for 8h with 140mM NaCl or mock. (c) Differential expression analysis evaluating the impact of the mutant background on the effect of 140mM NaCl treatment (combinatorial effect). Log2FC were extracted from the pairwise comparison of mock-treatment for each genotype, while p values and padj were extracted from the pairwise comparison between mutants and wildtype. P values and padj for *Ler* were extracted from the pairwise comparison with mock treatment. Genes upregulated by NaCl in *Ler* with log2FC>0.5 are marked in green lettering, and those with log2FC<-0.5 in red, genes with padj<0.05 are marked in bold, genes with p<0.05 in italics. Genes significantly upregulated upon NaCl in *Ler* (padj<0.05), which are significantly reduced in mutants (p<0.05) are marked in blue lettering. (d) Differential expression analysis between *Ler* and *della5x*, *gai*, and/or *ga4*. Log2FC, p values and padj were extracted from pairwise comparisons. Genes with log2FC>0.5 in mutant compared to *Ler* are marked in green lettering, and those with log2FC<-0.5 in red. Genes with padj<0.05 are marked in bold; genes with p<0.05 in italics. Xylem\_Denyer2019: genes

expressed in the immature xylem identified by scRNASeq (Denyer et al., 2019);

Xylem\_Wendrich2020: genes expressed in the immature xylem identified by scRNASeq

(Wendrich et al., 2020). NA, not available.

**Table S3** Enriched GOs from Panther analysis of xylem expressed genes up- and downregulated by 1h/ 8h of salt exposure in DELLA-/ GA-dependent manner

| <b>Xylem expressed genes upregulated by 1h of salt exposure in a DELLA-dependent manner</b>   |                                           |                |
|-----------------------------------------------------------------------------------------------|-------------------------------------------|----------------|
| <b>GO biological process complete</b>                                                         |                                           | <b>P value</b> |
| GO:0009737                                                                                    | response to abscisic acid                 | 0.00000836     |
| GO:0033993                                                                                    | response to lipid                         | 0.00000382     |
| GO:0010033                                                                                    | response to organic substance             | 0.00000935     |
| GO:0042221                                                                                    | response to chemical                      | 4.47E-10       |
| GO:0050896                                                                                    | response to stimulus                      | 3.08E-08       |
| GO:0009725                                                                                    | response to hormone                       | 0.00000468     |
| GO:0009719                                                                                    | response to endogenous stimulus           | 0.00000678     |
| GO:0097305                                                                                    | response to alcohol                       | 0.00000983     |
| GO:1901700                                                                                    | response to oxygen-containing compound    | 0.000000119    |
| GO:0009414                                                                                    | response to water deprivation             | 0.0147         |
| GO:0006950                                                                                    | response to stress                        | 0.000000135    |
| GO:0009415                                                                                    | response to water                         | 0.0182         |
| GO:0001101                                                                                    | response to acid chemical                 | 0.0323         |
| GO:0009628                                                                                    | response to abiotic stimulus              | 1.18E-09       |
| GO:0006970                                                                                    | response to osmotic stress                | 0.00355        |
| GO:0009266                                                                                    | response to temperature stimulus          | 0.0121         |
| <b>Xylem expressed genes downregulated by 1h of salt exposure in a DELLA-dependent manner</b> |                                           |                |
| <b>GO biological process complete</b>                                                         |                                           | <b>P value</b> |
| GO:0009834                                                                                    | plant-type secondary cell wall biogenesis | 0.019          |
| GO:0071554                                                                                    | cell wall organization or biogenesis      | 0.0108         |
| GO:0042546                                                                                    | cell wall biogenesis                      | 0.0153         |
| <b>Xylem expressed genes upregulated by 8h of salt exposure in a GA-dependent manner</b>      |                                           |                |
| <b>GO biological process complete</b>                                                         |                                           | <b>P value</b> |
| GO:0009414                                                                                    | response to water deprivation             | 0.000000201    |
| GO:0006950                                                                                    | response to stress                        | 1.34E-10       |
| GO:0050896                                                                                    | response to stimulus                      | 5.31E-10       |
| GO:0009415                                                                                    | response to water                         | 0.00000031     |
| GO:1901700                                                                                    | response to oxygen-containing compound    | 0.000000389    |
| GO:0042221                                                                                    | response to chemical                      | 2.65E-13       |
| GO:0010035                                                                                    | response to inorganic substance           | 0.0000297      |

|                                                                                            |                                                 |                |
|--------------------------------------------------------------------------------------------|-------------------------------------------------|----------------|
| GO:0001101                                                                                 | response to acid chemical                       | 0.00000102     |
| GO:0009628                                                                                 | response to abiotic stimulus                    | 0.0000137      |
| GO:0009636                                                                                 | response to toxic substance                     | 0.0284         |
| GO:0009737                                                                                 | response to abscisic acid                       | 0.000000889    |
| GO:0033993                                                                                 | response to lipid                               | 0.0000164      |
| GO:0010033                                                                                 | response to organic substance                   | 0.000144       |
| GO:0009725                                                                                 | response to hormone                             | 0.0000284      |
| GO:0009719                                                                                 | response to endogenous stimulus                 | 0.0000456      |
| GO:0097305                                                                                 | response to alcohol                             | 0.00000112     |
| GO:0071669                                                                                 | plant-type cell wall organization or biogenesis | 0.0126         |
| GO:0071554                                                                                 | cell wall organization or biogenesis            | 0.00552        |
| GO:0006970                                                                                 | response to osmotic stress                      | 0.00167        |
| GO:0009605                                                                                 | response to external stimulus                   | 0.000128       |
| <b>Xylem expressed genes downregulated by 8h of salt exposure in a GA-dependent manner</b> |                                                 |                |
| <b>GO biological process complete</b>                                                      |                                                 | <b>P value</b> |
| GO:0080170                                                                                 | hydrogen peroxide transmembrane transport       | 0.0413         |
| GO:0009987                                                                                 | cellular process                                | 0.0139         |
| GO:0006833                                                                                 | water transport                                 | 0.00000408     |
| GO:0042044                                                                                 | fluid transport                                 | 0.00000408     |
| GO:0006412                                                                                 | translation                                     | 0.0297         |
| GO:0043043                                                                                 | peptide biosynthetic process                    | 0.0328         |
| GO:0006518                                                                                 | peptide metabolic process                       | 0.0109         |
| GO:0071840                                                                                 | cellular component organization or biogenesis   | 0.035          |
| GO:0006950                                                                                 | response to stress                              | 0.0241         |
| GO:0050896                                                                                 | response to stimulus                            | 0.000956       |

**Methods S1** Key resources used in this study

| REAGENT or RESOURCE                                  | SOURCE                              | IDENTIFIER     |
|------------------------------------------------------|-------------------------------------|----------------|
| <b>Chemicals, peptides, and recombinant proteins</b> |                                     |                |
| Murashige and Skoog Medium (MS)                      | Duchefa Biochemie                   | Cat#M0222.0050 |
| MES monohydrate                                      | Duchefa Biochemie                   | Cat#M1503.0250 |
| Bactoagar                                            | Swab                                | Cat#B1000-1    |
| Absciscic acid (ABA)                                 | Sigma                               | Cat#14375-45-2 |
| Gibberellic acid 3                                   | Duchefa Biochemie                   | Cat#G0907      |
| Gibberellic acid 4+7                                 | Duchefa Biochemie                   | Cat#G0938      |
| Paclobutrazol (PAC)                                  | Sigma                               | Cat#46046      |
| Mannitol                                             | VWR Chemicals                       | Cat#25311.366  |
| Chloralhydrate                                       | Sigma                               | Cat#15307      |
| Urea                                                 | Sigma                               | Cat#57-13-6    |
| Sodium deoxycholate                                  | Sigma                               | Cat#1065040250 |
| Xylitol                                              | Sigma                               | Cat#X3375      |
| Propidium iodide                                     | Sigma                               | Cat#P4170      |
|                                                      |                                     |                |
|                                                      |                                     |                |
| <b>Critical commercial assays</b>                    |                                     |                |
| RNeasy Plant Mini Kit                                | Qiagen                              | Cat#74904      |
| Qubit BR RNA Assay                                   | Invitrogen                          | Cat#Q10211     |
|                                                      |                                     |                |
| <b>Deposited data</b>                                |                                     |                |
| Raw and processed RNAseq data files                  | This study                          | GEO: GSE195912 |
| Raw and processed RNAseq data files                  | (Ramachandran <i>et al.</i> , 2021) | GEO: GSE169367 |
|                                                      |                                     |                |
| <b>Experimental models: organisms/strains</b>        |                                     |                |
| <i>Arabidopsis thaliana</i> : Col-0                  | Widely distributed                  | N/A            |

|                                                                                           |                                              |     |
|-------------------------------------------------------------------------------------------|----------------------------------------------|-----|
| <i>Arabidopsis thaliana</i> : Ler                                                         | Widely distributed                           | N/A |
| <i>Solanum lycopersicum</i> cv. MoneyMaker                                                | Nelson garden and Plantagen                  | N/A |
| <i>Beta vulgaris</i> cv. Davinci                                                          | Maribo Hilleshög/<br>Christina Dixelius, SLU | N/A |
| <i>Eutrema salsugineum</i>                                                                | Claudia Köhler, Max<br>Planck Inst. Potsdam  | N/A |
| <i>Arabidopsis thaliana</i> : <i>abi1-1C</i> in Col-0 background                          | (Kanno <i>et al.</i> , 2012)                 | N/A |
| <i>Arabidopsis thaliana</i> : <i>snrk2.2/2.3</i> in Col-0 background                      |                                              |     |
| <i>Arabidopsis thaliana</i> : <i>vnd1 vnd2 vnd3 vnd7</i> in Col-0 background              | (Ramachandran <i>et al.</i> , 2021)          | N/A |
| <i>Arabidopsis thaliana</i> : <i>gai-t6 rga-t2 rgl1-1 rgl2-1 rgl3-4</i> in Ler background | (Koini <i>et al.</i> , 2009)                 | N/A |
| <i>Arabidopsis thaliana</i> : <i>gai-t6 rga-t2 rgl1-1 rgl2-1</i> in Ler background        | (Cheng <i>et al.</i> , 2004)                 | N/A |
| <i>Arabidopsis thaliana</i> : <i>rga-28</i> in Col-0 background                           | (Tyler <i>et al.</i> , 2004)                 | N/A |
| <i>Arabidopsis thaliana</i> : <i>rgl-3</i> in Col-0 background                            | NASC seed stock center                       | N/A |
| <i>Arabidopsis thaliana</i> : <i>rga-28 rgl3-5</i> in Col-0 background                    | This study                                   | N/A |
| <i>Arabidopsis thaliana</i> : <i>gai-td1</i> in Col-0 background                          | (Plackett <i>et al.</i> , 2014)              | N/A |
| <i>Arabidopsis thaliana</i> : <i>gai</i> in Ler background                                | (Koorneef <i>et al.</i> , 1985)              | N/A |
| <i>Arabidopsis thaliana</i> : <i>gid1a-2 gid1b-3 gid1c-1</i> in Col-0 background          | (Griffiths <i>et al.</i> , 2006)             | N/A |
| <i>Arabidopsis thaliana</i> : <i>gal-3</i> in Ler background                              | (Sun <i>et al.</i> , 1992)                   | N/A |
| <i>Arabidopsis thaliana</i> : <i>gal-5</i> in Ler background                              | (Sun <i>et al.</i> , 1992)                   | N/A |

|                                                                           |                                                              |                                                                                                                                                    |
|---------------------------------------------------------------------------|--------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Arabidopsis thaliana</i> : <i>ga4</i> in <i>Ler</i> background         | (Koornneef & van der Veen, 1980; Talon <i>et al.</i> , 1990) | N/A                                                                                                                                                |
| <i>Arabidopsis thaliana</i> : <i>ahp6-1</i> in Col-0 background           | (Mähönen <i>et al.</i> , 2006)                               | N/A                                                                                                                                                |
| <i>Arabidopsis thaliana</i> : <i>expa1-1</i> in Col-0 background          | NASC seed stock center                                       | N/A                                                                                                                                                |
| <i>Arabidopsis thaliana</i> : <i>vnd6</i> in Col-0 background             | (Kubo <i>et al.</i> , 2005)                                  | N/A                                                                                                                                                |
| <i>Arabidopsis thaliana</i> : <i>pANT:his-YFP</i> in Col-0 background     | (Randall <i>et al.</i> , 2015)                               | N/A                                                                                                                                                |
| <i>Arabidopsis thaliana</i> : <i>pVND7:YFP-NLS</i> in Col-0 background    | (Kubo <i>et al.</i> , 2005)                                  | N/A                                                                                                                                                |
| <i>Arabidopsis thaliana</i> : <i>RGA:GFP-RGA</i> in <i>Ler</i> background | (Silverstone <i>et al.</i> , 2001)                           | N/A                                                                                                                                                |
|                                                                           |                                                              |                                                                                                                                                    |
| <b>Software and algorithms</b>                                            |                                                              |                                                                                                                                                    |
| Zeiss Zen Black 2.3 SP1                                                   | Zeiss                                                        | <a href="https://www.zeiss.com/">https://www.zeiss.com/</a>                                                                                        |
| Zeiss Zen Blue 2.3 lite and 2.5                                           | Zeiss                                                        | <a href="https://www.zeiss.com/">https://www.zeiss.com/</a>                                                                                        |
| R 4.02 and R studio 1.2.5019                                              | (R Core Team; RStudioTeam, 2019)                             | <a href="https://www.r-project.org/">https://www.r-project.org/</a><br><a href="https://rstudio.com/">https://rstudio.com</a><br><a href="#">/</a> |
| Microsoft Excel 2016                                                      | Microsoft                                                    | N/A                                                                                                                                                |
| CellSet v1.5.1                                                            | (Pound <i>et al.</i> , 2012)                                 | <a href="https://sourceforge.net/projects/cellset/">https://sourceforge.net/projects/cellset/</a>                                                  |
| Affinity Designer 1.7                                                     | Affinity                                                     | N/A                                                                                                                                                |
| Fiji/Image J 2.0.0 Win64 or 2.0.0-rc-68/1.52h                             | (Schindelin <i>et al.</i> , 2012)                            | <a href="https://fiji.sc/">https://fiji.sc/</a>                                                                                                    |

|                                  |                                           |                                                                                                                                     |
|----------------------------------|-------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------|
| Bioconductor 3.11                | Bioconductor (Huber <i>et al.</i> , 2015) | <a href="https://bioconductor.org/">https://bioconductor.org/</a>                                                                   |
| Fastp                            | (Chen <i>et al.</i> , 2018)               | <a href="https://github.com/OpenGene/fastp">https://github.com/OpenGene/fastp</a>                                                   |
| MultQC                           | (Ewels <i>et al.</i> , 2016)              | <a href="https://multiqc.info/">https://multiqc.info/</a>                                                                           |
| SortMeRNA                        | (Kopylova <i>et al.</i> , 2012)           | <a href="https://bioinfo.lifl.fr/RNA/sortmerna/">https://bioinfo.lifl.fr/RNA/sortmerna/</a>                                         |
| Trimmomatic                      | (Bolger <i>et al.</i> , 2014)             | <a href="http://www.usadellab.org/cms/?page=trimmomatic">http://www.usadellab.org/cms/?page=trimmomatic</a>                         |
| FastQC                           | (Andrews, 2010)                           | <a href="https://www.bioinformatics.babraham.ac.uk/projects/fastqc/">https://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a> |
| HiSAT2                           | (Kim <i>et al.</i> , 2019)                | <a href="http://daehwankimlab.github.io/hisat2/">http://daehwankimlab.github.io/hisat2/</a>                                         |
| HTSeq_Count                      | (Anders <i>et al.</i> , 2015)             | <a href="https://htseq.readthedocs.io/en/release_0.9.1/count.html">https://htseq.readthedocs.io/en/release_0.9.1/count.html</a>     |
| PANTHER 16.0                     | (Mi <i>et al.</i> , 2019, 2021)           | <a href="http://go.pantherdb.org/">http://go.pantherdb.org/</a>                                                                     |
| REVIGO                           | (Supek <i>et al.</i> , 2011)              | <a href="http://revigo.irb.hr/">http://revigo.irb.hr/</a>                                                                           |
| <b>Other</b>                     |                                           |                                                                                                                                     |
| Zeiss LSM780 confocal microscope | Zeiss                                     | <a href="https://www.zeiss.com/">https://www.zeiss.com/</a>                                                                         |
| Zeiss LSM800 confocal microscope | Zeiss                                     | <a href="https://www.zeiss.com/">https://www.zeiss.com/</a>                                                                         |

|                    |       |                                                             |
|--------------------|-------|-------------------------------------------------------------|
| Zeiss Axioscope A1 | Zeiss | <a href="https://www.zeiss.com/">https://www.zeiss.com/</a> |
|--------------------|-------|-------------------------------------------------------------|

## References

**Anders S, Pyl PT, Huber W. 2015.** HTSeq-A Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**: 166–169.

**Andrews S. 2010.** FASTQC. A quality control tool for high throughput sequence data.

**Bolger AM, Lohse M, Usadel B. 2014.** Trimmomatic: A flexible trimmer for Illumina sequence data. *Bioinformatics* **30**: 2114–2120.

**Chen S, Zhou Y, Chen Y, Gu J. 2018.** Fastp: An ultra-fast all-in-one FASTQ preprocessor. *Bioinformatics* **34**: i884–i890.

**Cheng H, Qin L, Lee S, Fu X, Richards DE, Cao D, Luo D, Harberd NP, Peng J. 2004.** Gibberellin regulates Arabidopsis floral development via suppression of DELLA protein function. *Development* **131**: 1055–1064.

**Ewels P, Magnusson M, Lundin S, Käller M. 2016.** MultiQC: Summarize analysis results for multiple tools and samples in a single report. *Bioinformatics* **32**: 3047–3048.

**Geng Y, Wu R, Wee CW, Xie F, Wei X, Chan PMY, Tham C, Duan L, Dinneny JR. 2013.** A spatio-temporal understanding of growth regulation during the salt stress response in Arabidopsis. *Plant Cell* **25**: 2132–2154.

**Griffiths J, Murase K, Rieu I, Zentella R, Zhang ZL, Powers SJ, Gong F, Phillips AL, Hedden P, Sun TP, et al. 2006.** Genetic characterization and functional analysis of the GID1 gibberellin receptors in Arabidopsis. *Plant Cell* **18**: 3399–3414.

**Huber W, Carey VJ, Gentleman R, Anders S, Carlson M, Carvalho BS, Bravo HC, Davis**

- S, Gatto L, Girke T, et al. 2015.** Orchestrating high-throughput genomic analysis with Bioconductor. *Nature Methods* **12**: 115–121.
- Kanno Y, Hanada A, Chiba Y, Ichikawa T, Nakazawa M, Matsui M, Koshiba T, Kamiya Y, Seo M. 2012.** Identification of an abscisic acid transporter by functional screening using the receptor complex as a sensor. *Proceedings of the National Academy of Sciences* **109**: 9653–9658.
- Kim D, Paggi JM, Park C, Bennett C, Salzberg SL. 2019.** Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nature Biotechnology* **37**: 907–915.
- Koini MA, Alvey L, Allen T, Tilley CA, Harberd NP, Whitelam GC, Franklin KA. 2009.** High Temperature-Mediated Adaptations in Plant Architecture Require the bHLH Transcription Factor PIF4. *Current Biology* **19**: 408–413.
- Koorneef M, Elgersma A, Hanhart CJ, van Loenen-Martinet EP, van Rijn L, Zeevaart JAD. 1985.** A gibberellin insensitive mutant of *Arabidopsis thaliana*. *Physiologia Plantarum* **65**: 33–39.
- Koorneef M, van der Veen JH. 1980.** Induction and analysis of gibberellin sensitive mutants in *Arabidopsis thaliana* (L.) heynh. *Theoretical and Applied Genetics* **58**: 257–263.
- Kopylova E, Noé L, Touzet H. 2012.** SortMeRNA: Fast and accurate filtering of ribosomal RNAs in metatranscriptomic data. *Bioinformatics* **28**: 3211–3217.
- Kubo M, Udagawa M, Nishikubo N, Horiguchi G, Yamaguchi M, Ito J, Mimura T, Fukuda H, Demura T. 2005.** Transcription switches for protoxylem and metaxylem vessel formation. *Genes and Development* **19**: 1855–1860.
- Mähönen AP, Bishopp A, Higuchi M, Nieminen KM, Kinoshita K, Törmäkangas K, Ikeda Y, Oka A, Kakimoto T, Helariutta Y. 2006.** Cytokinin Signaling and Its Inhibitor AHP6 Regulate Cell Fate During Vascular Development. *Science* **311**: 94–98.

**Mi H, Ebert D, Muruganujan A, Mills C, Albou LP, Mushayamaha T, Thomas PD. 2021.**

PANTHER version 16: A revised family classification, tree-based classification tool, enhancer regions and extensive API. *Nucleic Acids Research* **49**: D394–D403.

**Mi H, Muruganujan A, Huang X, Ebert D, Mills C, Guo X, Thomas PD. 2019.**

Protocol Update for large-scale genome and gene function analysis with the PANTHER classification system (v.14.0). *Nature Protocols* **14**: 703–721.

**Plackett ARG, Ferguson AC, Powers SJ, Wanchoo-Kohli A, Phillips AL, Wilson ZA,**

**Hedden P, Thomas SG. 2014.** DELLA activity is required for successful pollen development in the Columbia ecotype of Arabidopsis. *New Phytologist* **201**: 825–836.

**Pound MP, French AP, Wells DM, Bennett MJ, Pridmorea TP. 2012.**

CellSeT: Novel software to extract and analyze structured networks of plant cells from confocal images. *Plant Cell* **24**: 1353–1361.

**R Core Team.** R: A language and environment for statistical computing. *R Foundation for Statistical Computing, Vienna, Austria*.

**Ramachandran P, Augstein F, Mazumdar S, Nguyen T Van, Minina EA, Melnyk CW,**

**Carlsbecker A. 2021.** Absciscic acid signaling activates distinct VND transcription factors to promote xylem differentiation in Arabidopsis. *Current Biology* **31**: 1–9.

**Randall RS, Miyashima S, Blomster T, Zhang J, Elo A, Karlberg A, Immanen J, Nieminen**

**K, Lee JY, Kakimoto T, et al. 2015.** AINTEGUMENTA and the D-type cyclin CYCD3;1

regulate root secondary growth and respond to cytokinins. *Biology Open* **4**: 1229–1236.

**RStudioTeam. 2019.** RStudio: Integrated Development for R. *RStudio, Inc., Boston*.

**Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S,**

**Rueden C, Saalfeld S, Schmid B, et al. 2012.** Fiji: An open-source platform for biological-

image analysis. *Nature Methods* **9**: 676–682.

**Silverstone AL, Jung H-S, Dill A, Kawaide H, Kamiya Y, Sun T. 2001.** Repressing a Repressor: Gibberellin-Induced Rapid Reduction of the RGA Protein in Arabidopsis. *The Plant Cell* **13**: 1555–1566.

**Sun T, Goodman HM, Ausubel FM. 1992.** Cloning the Arabidopsis *GAI* Locus by Genomic Subtraction. *The Plant Cell* **4**: 119–128.

**Supek F, Bošnjak M, Škunca N, Šmuc T. 2011.** Revigo summarizes and visualizes long lists of gene ontology terms. *PLoS ONE* **6**.

**Talon M, Koornneef M, Zeevaart JAD. 1990.** Endogenous gibberellins in *Arabidopsis thaliana* and possible steps blocked in the biosynthetic pathways of the semidwarf *ga4* and *ga5* mutants. *Proceedings of the National Academy of Sciences of the United States of America* **87**: 7983–7987.

**Tyler L, Thomas SG, Hu J, Dill A, Alonso JM, Ecker JR, Sun TP. 2004.** DELLA proteins and gibberellin-regulated seed germination and floral development in Arabidopsis. *Plant Physiology* **135**: 1008–1019.

How the deposited data were processed for this re-analysis (not part of the article)

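The RNA-seq data comprise 36 libraries of 12 groups, the roots of L*er* and *della5x* after 1 h and 8 h and of *gai* and *ga4* after 8 h, each on mock medium and on 140 mM NaCl, with 3 replicates per group. The authors trimmed the reads with fastp, mapped them to the TAIR10 genome with Hisat2 and counted them per gene with HTSeq-Count, and they deposited raw counts for 28775 genes, which carry no normalization. The text of the paper does not name the counting mode or the strandedness, so genes that overlap, are antisense to each other or have near-identical copies were treated as uncertain. Every column of the count table was mapped to a sample by its name, and groups were taken from the sample labels and the paper. The labels number the libraries through the whole study and give no replicate numbers, so that no libraries were paired.

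Counts were analysed in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1), and with DESeq2 1.42.0 as the alternative that the authors had used. Library sizes were normalized by TMM, and genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15. A negative binomial model with 1 coefficient per group was fitted with glmQLFit and tested with glmQLFTest, the quasi-likelihood test, and P values were adjusted by the Benjamini-Hochberg method over all genes tested. Log2 CPM values used a prior count of 2. Upregulated and downregulated genes had an adjusted P under 0.05 and a log2 fold change above 0.5 or below -0.5. These fold change and P thresholds are those of the paper.

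The response to salt in L*er* and the difference between the response of a mutant and that of L*er* were tested in 1 fit of all libraries of a time point. For that difference, genes were counted at an unadjusted P under 0.05, as in the paper, with the adjusted count beside it, and a response is called smaller or larger by the sign of the difference relative to the response in L*er*. Mutants were compared with L*er* under mock conditions in a fit of the mock libraries, and under salt in the fit of all libraries of 8 h. The responses of L*er* at the 2 times were compared in a fit of the L*er* libraries. Genes common to the gap datasets were the overlap of 3 gene sets from these tests, because the fourth set of the paper is not used here. CPM values in the text are TMM-normalized, with the SD over 3 replicates.

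The genes named in the text were set by a rule fixed before the data were examined. They are the genes that the paper names from these data in its text, Fig. 4d, Fig. 5b, Fig. S6c, Fig. S6g or Fig. S7b, *WRKY15*, *VND7*, the 5 DELLA genes, the genes of GA synthesis, inactivation and reception, and for each comparison the 3 genes with the smallest P in each direction. *LEA14*, AT5G65300 and *XTH18* fall outside this rule and were named after their values were seen. Gene positions and symbols come from the TAIR10.1 annotation, in which 28009 of the 28775 gene identifiers were found.

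The alternatives were median-ratio (RLE) size factors, no filter beyond 1 count over the libraries, DESeq2, other sets of libraries in the fit, other P values for the mutants, genes chosen by the response averaged over the genotypes, and each library left out in turn. A residual factor as a covariate, DESeq2 combined with P values under mock conditions, and DESeq2 at a lower fold change threshold were added after the data were seen. The total count per library was 16772984 to 23811804 (median 18884857), and genes with few counts at this depth, such as *VND6* with 16 to 26 counts per library in L*er* under mock conditions at 8 h, have fold changes with wide errors.

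The tests were tested on simulated data with the means, library sizes and spread of the real libraries, in which 200 genes were changed by a log2 fold change of 1 or 2. Among 20142 simulated genes edgeR recovered 82.5% of the changed genes as a response in L*er*, with 9 false calls, and 69.5% as a difference between *gai* and L*er*, with 5 false calls. For that difference it recovered 87% of the larger changes and 52% of the smaller ones, and in a second simulation, of 20149 genes, with a deviation shared by libraries of different groups that was left out of the fit, 73% and 19%. The strength of that deviation was not matched to the real libraries. DESeq2 recovered 86.5% and 75% among 20355 simulated genes, with 21 and 16 false calls. GO terms were not analysed here, and the reported xylem expression was used only for the genes of 1 h that Table S2 lists.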

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

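Of the tests in this part, the rotation along the chromosomes, the check of *RGL3* in each *della5x* library, the comparison of the genes near *RGL3* with *gai* and *ga4*, the comparison of library totals between the times, and the splits that exchange as many mock as salt libraries were chosen only after the result was seen.

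The response of L*er* to salt at 8 h differed from that at 1 h for 4081 of 19928 genes in a test of the difference itself (edgeR adjusted P under 0.05), with 2020 higher and 2061 lower at 8 h. When L*er* libraries of each treatment were exchanged between the times, 3 of 100 splits, the real one included, gave as many genes. The median of the other splits was 0 genes. The 2 others with as many, up to 4772 genes, exchanged more salt than mock libraries, which turns a difference between the times into a difference of responses. Of all 82 splits that exchanged as many mock as salt libraries, in which it cancels, 1, the real one, gave as many genes, and no other gave more than 0. Mixing the times raised the common dispersion in those splits, from 0.0285 to a median of 0.0798, which lowers their counts. The total counts of the L*er* libraries were 16772984 to 23811804 at 1 h and 17085674 to 21403698 at 8 h. These ranges overlap, so library size did not separate the times.

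In 140 genes the difference between the times was a change of direction, with 64 genes upregulated at 1 h and downregulated at 8 h and 76 genes the other way round. With RLE size factors in place of TMM there were 139 such genes. Across 19907 genes, which are not independent replicates, the difference between the responses had a Spearman correlation of -0.036 with gene length. With each of the 12 L*er* libraries left out in turn, to see whether a single library made the number, it ranged from 57 to 148. It was at most 70 without any 1 of 4 of the 6 libraries of 1 h, and at least 117 otherwise.

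Among these genes was *XTH19*, with opposite log2 fold changes at 1 h and 8 h in L*er* (-1.67 and 1.58) and a difference of 3.24 between them (standard error 0.19, edgeR adjusted P = 3.02e-06). The difference stayed between 3.14 and 3.42 with single libraries left out, and at 1 h all 3 libraries on salt lay below all 3 mock libraries, whereas at 8 h all 3 lay above. To test whether *XTH19* shared reads with its neighbouring paralog *XTH18* (AT4G30280), the course of *XTH18* was examined. It also fell at 1 h (log2 fold change -2.16, edgeR adjusted P = 0.000786), but at 8 h its log2 fold change was 0.061 (edgeR adjusted P = 0.821), so the rise of *XTH19* at 8 h was not shared. A candidate explanation is a reversal of *XTH19* between the early response to salt and acclimation. It remains a hypothesis, because it was found and tested on the same libraries and because GC content was not tested.

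The paper does not discuss the level of *RGL3* in *della5x*, which carries the *rgl3-4* allele. Under mock conditions at 8 h it was higher than in L*er* by a log2 fold change of 5.29 (standard error 0.17, edgeR adjusted P = 1.65e-10), and within 1 Mb of it, from 4763989 to 6763989 on chromosome 5, 26 of 446 tested genes (5.83%) differed between *della5x* and L*er* at an edgeR adjusted P under 0.05, against 0.396% of the genes elsewhere. Of these 15 were higher and 11 lower in *della5x*. All 26 differed in the same direction at an unadjusted P under 0.05 at 1 h and under salt at 8 h. In the fit of the mock libraries of 1 h, 15 of 436 genes near *RGL3* passed the adjusted threshold.

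When the calls were rotated along the gene order, a share of 0.0105 of the rotations placed as many calls within 1 Mb of *RGL3*, and at 1 h the share was 0.0109. A mislabelled library was not seen, because *RGL3* was higher in 12 of 12 *della5x* libraries than in any library of the other genotypes. The genes near *RGL3* that differed had 1.06 times the median length of the other tested genes there. Of these genes, 26.9% also differed from L*er* in *gai* or *ga4* under mock conditions (unadjusted P under 0.05), against 64.8% of the 71 genes that differed in *della5x* elsewhere, the DELLA genes left out, and 23.1% of all genes tested. This is consistent with sequence variants or expression differences linked to the *rgl3-4* allele, which may come from another accession than L*er*, and it cannot be told apart from an effect of the *RGL3* locus itself. Reads mapped to a reference of another accession can also shift the counts of single genes there, which was not tested. The comparisons of *della5x*, *gai* and *ga4* share the L*er* mock libraries, so a deviation of these makes a gene differ in several mutants. The gap between 26.9% and 64.8% may come partly from that. The candidate explanation bears on *CESA7* and *RIC4*, which lie in the same window. It is not excluded for *EXGT-A4*, which starts at 4474922, a little outside the window.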

How the results depend on the processing

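No test in this part was chosen after the result was seen, apart from the alternatives named as added. All other alternatives had been fixed beforehand. No paired analysis was possible because the labels give no replicate numbers.

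Of 246 values for single genes under another setting, 238 kept their direction and their side of the threshold, 4 no longer passed it, 4 newly passed it and 0 changed direction. Without the low-count filter the responses of *VND6* and *MYB83* in L*er* at 8 h, at 1.05 and 1.05 on the log2 scale, no longer passed the adjusted threshold, and with only L*er* in the fit that of *VND6*, at 1.06, did not pass it either. *VND6* also no longer passed the unadjusted threshold for *della5x* against L*er* under mock conditions without that filter. *XTH20* in L*er* at 1 h newly passed with DESeq2 and with the residual factor, and the difference of *EXP4* in *della5x* at 8 h with only the compared genotypes and with that factor. Of 310 values for counts of genes and correlations, 217 did not move and 93 moved, a count being taken as moved when it changed by more than 1.5 times. The counts of genes upregulated and downregulated in L*er* at each time and of genes whose response differed between the times were among those that did not move under any setting apart from single libraries left out.

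The counts of genes whose response in a mutant differed from that in L*er* at an unadjusted P under 0.05 moved most, and the values that follow are for 8 h unless 1 h is named. With only the 2 genotypes compared in the fit, upregulated genes with a larger response went from 31 to 48 in *della5x* and from 7 to 13 in *ga4*. The number of downregulated genes with a larger response went from 11 to 21 in *della5x*, from 15 to 23 in *gai* and from 17 to 9 in *ga4*. There was also a shift in genes with an adjusted P under 0.05 for the difference, which went from 7 to 22 in *gai*. With DESeq2, genes with an adjusted P under 0.05 for the difference went from 0 to 6 in *della5x*, from 7 to 81 in *gai*, from 0 to 19 in *ga4* and from 0 to 5 in *della5x* at 1 h. For downregulated genes with a larger response, the count went from 2 to 5 in *della5x* at 1 h. Without the low-count filter, downregulated genes with a larger response went from 2 to 4 in *della5x* at 1 h. With genes chosen by the response averaged over the genotypes, upregulated genes with a larger response went from 31 to 70 in *della5x*, from 16 to 32 in *gai*, from 7 to 19 in *ga4* and from 9 to 35 in *della5x* at 1 h. The number of downregulated genes with a larger response went from 11 to 25 in *della5x*, from 15 to 32 in *gai*, from 17 to 41 in *ga4* and from 2 to 15 in *della5x* at 1 h. There was also a shift in downregulated genes with a smaller response, which went from 127 to 78 in *della5x* at 1 h. The cause was not tested.

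With P values of the mutant against L*er* under salt in place of those of the difference of the responses, upregulated genes with a larger response went from 31 to 138 in *della5x*, from 16 to 82 in *gai*, from 7 to 55 in *ga4* and from 9 to 32 in *della5x* at 1 h. For downregulated genes with a smaller response, the count went from 205 to 430 in *della5x*, from 195 to 501 in *gai*, from 152 to 381 in *ga4* and from 127 to 230 in *della5x* at 1 h. The number of downregulated genes with a larger response went from 11 to 92 in *della5x*, from 15 to 83 in *gai*, from 17 to 95 in *ga4* and from 2 to 17 in *della5x* at 1 h. With P values under mock conditions instead, upregulated genes with a larger response went from 31 to 131 in *della5x*, from 16 to 86 in *gai*, from 7 to 53 in *ga4* and from 9 to 57 in *della5x* at 1 h. There was also a shift in downregulated genes with a larger response, which went from 11 to 59 in *della5x*, from 15 to 77 in *gai*, from 17 to 86 in *ga4* and from 2 to 25 in *della5x* at 1 h. With an adjusted P under 0.05 for the difference, upregulated genes with a smaller response went from 234 to 0 in *della5x*, from 444 to 7 in *gai*, from 426 to 0 in *ga4* and from 244 to 0 in *della5x* at 1 h. For upregulated genes with a larger response, the count went from 31 to 0 in *della5x*, from 16 to 0 in *gai*, from 7 to 0 in *ga4* and from 9 to 0 in *della5x* at 1 h. The number of downregulated genes with a smaller response went from 205 to 0 in *della5x*, from 195 to 0 in *gai*, from 152 to 0 in *ga4* and from 127 to 0 in *della5x* at 1 h. There was also a shift in downregulated genes with a larger response, which went from 11 to 0 in *della5x*, from 15 to 0 in *gai*, from 17 to 0 in *ga4* and from 2 to 0 in *della5x* at 1 h. The genes common to the gap datasets were 3, and 7 with P values under salt and 13 with P values under mock conditions, sharing 0 and 2 genes with the 3. The cause was not tested.

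Genes that differed from L*er* under mock conditions at an adjusted P under 0.05 went from 102 to 295 in *della5x*, from 169 to 557 in *gai*, from 289 to 606 in *ga4* and from 32 to 566 in *della5x* at 1 h with DESeq2, and those that differed under salt went from 239 to 439 in *della5x*, from 267 to 556 in *gai* and from 210 to 444 in *ga4*. The Spearman correlations with the P values of Table S2 were 0.99 under mock conditions, 0.285 for the difference of the responses and -0.00035 under salt with edgeR, against 0.999999, 0.384 and 0.198 with DESeq2. The cause was not tested.

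Of the alternatives chosen after seeing the data, a residual factor as a covariate moved the following counts. With this factor, upregulated genes with a larger response went from 31 to 54 in *della5x*, from 7 to 16 in *ga4* and from 9 to 22 in *della5x* at 1 h. For downregulated genes with a larger response, the count went from 11 to 21 in *della5x*, from 15 to 33 in *gai*, from 17 to 26 in *ga4* and from 2 to 16 in *della5x* at 1 h. The number of genes with an adjusted P under 0.05 for the difference went from 7 to 35 in *gai* and from 0 to 9 in *ga4*. There was also a shift in downregulated genes with a smaller response, which went from 152 to 230 in *ga4* and from 127 to 234 in *della5x* at 1 h. For upregulated genes with a smaller response, the count went from 244 to 435 in *della5x* at 1 h. Genes that differed from L*er* under salt at an adjusted P under 0.05 went from 239 to 663 in *della5x*, from 267 to 658 in *gai* and from 210 to 577 in *ga4*. With DESeq2 and P values under mock conditions, also chosen after seeing the data, upregulated genes with a larger response went from 31 to 135 in *della5x*, from 16 to 91 in *gai*, from 7 to 60 in *ga4* and from 9 to 76 in *della5x* at 1 h. The number of downregulated genes with a larger response went from 11 to 61 in *della5x*, from 15 to 90 in *gai*, from 17 to 86 in *ga4* and from 2 to 40 in *della5x* at 1 h. The genes common to the gap datasets were then 16, of which 0 were shared with the 3. The cause was not tested for the second of these, and a value that bears on the first is given with the other observations.

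With each library of the groups compared left out in turn, 335 of 408 values for single genes kept their direction and side of the threshold, 49 no longer passed it, 7 newly passed it and 17 changed direction. Of 414 counts, 92 moved by more than 1.5 times. Each of the comparisons of a response between genotypes had 12 such fits. Downregulated genes in L*er* at 1 h ranged from 613 to 878 across 6 fits (main value 1077). With 1 library left out, upregulated genes with a smaller response ranged from 140 to 355 in *della5x* at 1 h. With 1 library left out, upregulated genes with a larger response ranged from 17 to 55 in *della5x*, from 6 to 24 in *gai*, from 4 to 18 in *ga4* and from 3 to 21 in *della5x* at 1 h. The range for downregulated genes with a smaller response was from 132 to 242 in *ga4* and from 68 to 214 in *della5x* at 1 h. The range for downregulated genes with a larger response was from 7 to 22 in *della5x*, from 8 to 22 in *gai*, from 4 to 27 in *ga4* and from 0 to 11 in *della5x* at 1 h. Genes with an adjusted P under 0.05 for the difference of the responses ranged from 1 to 18 in *gai* and from 0 to 1 in *ga4*. Those with an adjusted P under 0.05 against L*er* under mock conditions ranged from 51 to 96 in *della5x*, from 46 to 148 in *gai*, from 96 to 292 in *ga4* and from 16 to 538 in *della5x* at 1 h. Genes higher than in L*er* under mock conditions ranged from 536 to 1626 in *della5x* at 1 h. Those with an adjusted P under 0.05 against L*er* under salt ranged from 103 to 227 in *della5x*, from 86 to 285 in *gai* and from 82 to 171 in *ga4*. Genes higher than in L*er* under salt at an unadjusted P under 0.05 ranged from 475 to 1080 in *della5x*. The values that changed direction were *VND6* in *della5x* against L*er* under salt at 8 h (-0.10 to 0.27 on the log2 scale), the response of *VND7* in L*er* at 8 h (-0.073 to 0.20 on the log2 scale), the difference of the *WRKY15* response in *della5x* at 8 h (-0.28 to 0.071 on the log2 scale), that of *EXP1* in *della5x* at 1 h (-0.78 to 0.20 on the log2 scale) and that of AT2G18150 in *della5x* at 1 h (-2.49 to 0.75 on the log2 scale). None of these was separated from 0 with all libraries in the fit, and the cause of these changes was not tested.

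The depth limits genes with few counts. *VND6* and *MYB83* had at most 26 counts per library in L*er* under mock conditions at 8 h, and their responses in L*er* no longer passed the adjusted threshold in 6 and 5 of 6 fits with 1 library left out, with log2 fold changes from 0.84 to 1.26 and from 0.81 to 1.21.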

Differences from the paper's values

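No test in this part was chosen after the result was seen; settings chosen after seeing the values are named as such. Of 40 values compared with those of the paper, 10 differed by more than 1.5 times, all of them numbers of genes that responded to salt in L*er* and differently in a mutant at an unadjusted P under 0.05.

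In *della5x* at 8 h, 31 upregulated and 11 downregulated genes had a larger response, against the paper's about 140 in Fig. 4a, read by eye, and about 64 in Fig. 4a, read by eye. Both gaps for *della5x* closed with P values of the mutant against L*er* under salt (138 and 92) and under mock conditions (131 and 59). DESeq2 with P values under mock conditions, chosen after seeing the values, gave 135 and 61. In *gai* at 8 h, 16 upregulated and 15 downregulated genes had a larger response, against the paper's about 99 in Fig. 4a, read by eye, and about 100 in Fig. 4a, read by eye. Both gaps for *gai* closed with P values of the mutant against L*er* under salt (82 and 83) and under mock conditions (86 and 77). DESeq2 with P values under mock conditions, chosen after seeing the values, gave 91 and 90. In *ga4* at 8 h, 7 upregulated and 17 downregulated genes had a larger response, against the paper's about 62 in Fig. 4a, read by eye, and about 91 in Fig. 4a, read by eye. Both gaps for *ga4* closed with P values of the mutant against L*er* under salt (55 and 95) and under mock conditions (53 and 86). DESeq2 with P values under mock conditions, chosen after seeing the values, gave 60 and 86. For these 6 numbers the gap stayed open with RLE size factors, no low-count filter, DESeq2, only the genotypes compared in the fit, an adjusted P under 0.05 and genes chosen by the averaged response, and in all 12 fits with 1 library left out. It also stayed open with a residual factor as a covariate, chosen after seeing the values.

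In *ga4* at 8 h the downregulated genes with a smaller response numbered 152, against the paper's about 240 in Fig. 4a, read by eye. This gap closed with no low-count filter (164), only the genotypes compared in the fit (180) and P values under mock conditions (224), and in 5 of 12 fits with 1 library left out. Of the settings chosen after seeing the values, it closed with DESeq2 with P values under mock conditions (227) and a residual factor as a covariate (230). The gap stayed open with RLE size factors, DESeq2, an adjusted P under 0.05, P values under salt and genes chosen by the averaged response. At 1 h the upregulated genes with a smaller response in *della5x* numbered 244, against the paper's about 370 in Fig. S6d, read by eye. Here the gap closed with no low-count filter (254), DESeq2 (286) and P values under mock conditions (293), and in 4 of 12 fits with 1 library left out. Of the settings chosen after seeing the values, it closed with DESeq2 with P values under mock conditions (360) and a residual factor as a covariate (435). Settings that left it open were RLE size factors, an adjusted P under 0.05, P values under salt and genes chosen by the averaged response. Also at 1 h, upregulated genes with a larger response in *della5x* numbered 9, against the paper's about 78 in Fig. S6d, read by eye. It closed with P values under mock conditions (57). Of the settings chosen after seeing the values, it closed with DESeq2 with P values under mock conditions (76). It stayed open with RLE size factors, no low-count filter, DESeq2, an adjusted P under 0.05, P values under salt and genes chosen by the averaged response, and all 12 fits with 1 library left out. A residual factor as a covariate, chosen after seeing the values, also left it open. For *della5x* at 1 h, downregulated genes with a larger response numbered 2, against the paper's about 41 in Fig. S6d, read by eye. No alternative set before the data were examined closed this gap. Of the settings chosen after seeing the values, it closed with DESeq2 with P values under mock conditions (40). This one was left open by RLE size factors, no low-count filter, DESeq2, an adjusted P under 0.05, P values under salt, P values under mock conditions and genes chosen by the averaged response, and all 12 fits with 1 library left out. A residual factor as a covariate, chosen after seeing the values, also left it open.

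The paper shows *IRX14* among the genes activated by salt in L*er* and less so in *della5x* (Fig. 4d). For the locus of that symbol, AT4G36890, the log2 fold change in L*er* at 8 h was 0.10 (edgeR adjusted P = 0.451) and the difference in *della5x* was 0.18 (edgeR adjusted P = 1.00), whereas *IRX14-L* (AT5G67230) had 1.83 (edgeR adjusted P = 2.73e-06) and -0.36 (edgeR adjusted P = 1.00). AT4G36890 did not meet the limits for an upregulated gene and *IRX14-L* did. The figure may thus plot *IRX14-L*, in which case there is no mismatch for this gene. *EXP15*, shown as activated in the same figure, stayed under the fold change limit with edgeR (0.49) and with DESeq2 (0.49, DESeq2 adjusted P = 0.0241), and passed it in some fits with 1 library left out (up to 0.58). *EXP7* and *EXP8*, which Fig. S7b shows among the alpha-expansins, did not pass the adjusted threshold with edgeR and passed it with DESeq2 (DESeq2 adjusted P = 0.0348 and 0.0433).

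Fig. 4d marks *VND6*, *MYB83*, *EXP4*, *EXP15*, *CESA7*, *CESA8*, *MIDD1* (AT3G53350), *GATL1*, *CEL1* (AT1G70710) and *IRX14* as differing in *della5x*. In the test of the difference of the responses with edgeR, 2 of the 15 genes had an unadjusted P under 0.05, *ROPGAP3* and *XTH19*, which are not marked there. With P values under mock conditions, 8 of the 15 had an unadjusted P under 0.05, all of them among the marked genes, and *CEL1* (edgeR adjusted P = 0.549) and AT4G36890 (edgeR adjusted P = 0.934) did not. Where the paper describes genes of the figure as further upregulated in *gai* or *ga4*, larger responses than in L*er* were found for 5 genes in *gai* and 5 in *ga4*, none of them at an unadjusted P under 0.05.

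The paper names *EXP1*, *XTH20* and AT2G18150 as the genes common to the gap datasets (Fig. 5a). In the 3 sets used here the common genes were *LEA14*, *XTH19* and AT5G65300, and none of the alternatives set before the data were examined (DESeq2, P values under salt or under mock conditions, a smaller response at both times) gave any of the paper's genes. With DESeq2 and P values under mock conditions, a combination chosen after seeing the values, 16 genes were common and included the 3 genes of the paper. *XTH20* did not pass the adjusted threshold in L*er* at 1 h with edgeR (edgeR adjusted P = 0.0606) and passed it with DESeq2 (DESeq2 adjusted P = 0.0120) and, chosen after seeing the values, with a residual factor as a covariate.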

Other observations

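Of the tests in this part, the splits of the libraries for the differences between responses, in all 3 of their forms, the direction of the responses with permuted genotypes, the comparison of library sizes between genotypes, the place of the libraries in the title numbering, the correlation of the residual component with the response to salt, and the tests on the P values and fold changes of Table S2 were chosen only after the result was seen.

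The libraries of 2 groups of 3 can be split in 10 ways. For the response of L*er* at 8 h and at 1 h, 1 of 10 splits, the real one, gave as many upregulated and downregulated genes together (4743 and 2791), and the highest number in another split was 0. For *della5x*, *gai* and *ga4* against L*er* under mock conditions at 8 h, *della5x* against L*er* under mock conditions at 1 h, and the 3 mutants against L*er* under salt at 8 h, the real split was also the only one of 10 with as many genes at an edgeR adjusted P under 0.05, at most 1 gene being reached in another. With 10 splits the share cannot fall below 1 in 10, so the count of splits by itself shows nothing either way.

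For the differences between the responses of a mutant and L*er*, genotype labels were exchanged within each treatment in a fit of the 2 genotypes, and 100 splits were drawn. As many differing genes among those that respond in L*er* were found in 23 of 100 splits for *della5x* at 8 h, 10 for *gai*, 16 for *ga4* and 26 for *della5x* at 1 h. The number of genes in the real split was 571, 816, 620 and 382, against a median of 314, 289, 319 and 204 in the others. Splits that exchange more libraries of 1 treatment than of the other turn the genotype difference into a difference of responses, so these counts are not free of it. Of all 82 splits that exchanged as many mock as salt libraries, in which it cancels, 8 had as many genes for *della5x* at 8 h, 3 for *gai*, 4 for *ga4* and 12 for *della5x* at 1 h, the real one included. Mixing genotypes raised the common dispersion in those splits, for *gai* from 0.0250 to a median of 0.0348 and for *ga4* from 0.0293 to 0.0395, which lowers their counts and favours the real split. These splits still mix libraries that deviate along the shared component described below. Of the 26 among them that left in each group 1 of the libraries with the highest score of their group, 1 for *della5x* at 8 h, 1 for *gai* and 1 for *ga4*, the real one, had as many genes, and 5 for *della5x* at 1 h. Their median dispersion for *della5x* at 8 h was 0.0449, against 0.0334 in the real split. Whether such numbers are reached by regrouping thus depended at 8 h on the form of the splits, for *della5x* more than for *gai* and *ga4*, and at 1 h the number cannot be told apart from a regrouping in any form.

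Among the genes that respond in L*er*, most of those that differ in a mutant have a smaller response there. Choosing genes by the L*er* libraries favours this direction by itself: with permuted genotypes the median share with a smaller response was at least 78.3% in each comparison, against 87.9% for *della5x* at 8 h, 94.4% for *gai*, 96.5% for *ga4* and 97.1% for *della5x* at 1 h with the real labels. Choosing genes instead by the response averaged over the genotypes left 86.1% with a smaller response at 8 h over the 3 mutants (78.9% in *della5x*, 89.0% in *gai* and 88.9% in *ga4*) and 84.3% at 1 h. With genes chosen by the average of only the 2 genotypes compared, the share was 76.3% for *della5x* at 8 h, 87.3% for *gai*, 88.5% for *ga4* and 84.3% for *della5x* at 1 h. With permuted genotypes and the same choice, the median share was 51.4%, 52.2%, 52.8% and 57.8%, respectively. Under that choice an excess as large, in either direction, was found in 4 of 100 splits for *della5x* at 8 h, 1 for *gai* and 2 for *ga4*, and in 12 for *della5x* at 1 h. Of the 82 splits with as many mock as salt libraries exchanged, it was found in 3, 1, 1 and 11, respectively, and of the 26 that also kept a high library in each group in 1, 1, 1 and 4. Median total counts of the genotypes at 8 h differed by at most 1.06 times, and RLE size factors changed the number of upregulated genes with a smaller response by at most 1.04 times. At 8 h a weaker response to salt in *gai* and *ga4* remains a hypothesis. In *della5x* the excess at 8 h had the same direction, while 2795 genes were upregulated and 1838 downregulated in its own response, against 2616 and 2127 in L*er*. Part of the direction comes from the choice of genes by L*er*, and at 1 h it cannot be told apart from libraries that deviate together. GC content was not tested.

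Replicates deviated from their group means along a shared component that the labels do not name. It held 23.3% of the residual variance at 8 h, against 10.1% for the next component, and 39.5% at 1 h. In 8 of 8 groups of 8 h the highest score along it was in the library with the highest number in its title. Random places would put it at 1 and the same place in all groups, whichever that is, with a probability of 0.000457. At 1 h the highest number had the highest score in 1 of 4 groups. Across the 24 libraries of 8 h, the score and the library total, both as deviations from the group mean, had a Pearson r of 0.297 (permutation P = 0.220) and a Spearman rho of 0.177 (permutation P = 0.479), with r = 0.242 without the 2 libraries farthest from the median. With the percent of counts in the 10 top genes the r was 0.365 (permutation P = 0.0686, 0.137 after Benjamini-Hochberg adjustment over the 2 relations) and the rho 0.421 (permutation P = 0.0443), and r = 0.292 without the 2 farthest, so a few genes with many counts cannot be excluded. Across genes, which are not independent replicates, the weights of the component and the response of L*er* at 8 h had a Spearman rho of 0.0797. A batch shared by libraries of the same place in the numbering, such as a set of seedlings grown or prepared together, is a candidate explanation. The labels name no such batch, and it was not used to pair libraries.

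With this component as a covariate, an alternative added after the data were seen, 1285 genes (6.31%) had an unadjusted P under 0.05 for the difference of the responses in *della5x* at 8 h, 1421 (6.98%) in *gai*, 1361 (6.69%) in *ga4* and 1416 (7.05%) in *della5x* at 1 h. The numbers at an edgeR adjusted P under 0.05 were 0, 35, 9 and 0. In simulated data of 20149 genes, leaving such a component out of the fit lowered the share of 200 changed genes that were recovered to 46%, and including it gave 70.0%. Of the unchanged simulated genes, 2.28% had an unadjusted P under 0.05 with the component left out and 4.86% with it in the fit. In that simulation 5% was thus no yardstick for a fit that leaves it out. The simulated component had the same size in all affected libraries, and its strength was not matched to the real one. The share of 2.28% therefore does not calibrate the real fits. A residual factor fitted to data without a shared component was not simulated.

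Table S2 lists genes with nearly equal fold changes in L*er* and *della5x* at 1 h and small P values for *della5x*. The Spearman correlation of -log10 P across genes, with P computed by DESeq2, was 0.999999 for *della5x* against L*er* under mock conditions, 0.384 for the difference of the responses and 0.198 for *della5x* against L*er* under salt. This indicates that the listed P values of *della5x* rank genes by the comparison under mock conditions. The fold changes of the 650 genes listed first, as DELLA-dependent, include 21 L*er* values between -0.5 and 0.5, with a smallest absolute value of 0.46. With that value as the limit DESeq2 gave 2856 upregulated genes at 8 h and with 0.5 it gave 2743, against the paper's 2887. For downregulated genes at 8 h it gave 2297 and 2170, against about 2300 in Fig. 4a, read by eye. At 1 h it gave 2100 and 2011 upregulated genes, against about 2100 in Fig. S6d, read by eye. The downregulated genes at 1 h were 1477 and 1395, against about 1500 there. A lower limit may thus account for part of these differences. No biological explanation was tested for these patterns.

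Some genes that the paper does not discuss differed between genotypes. *MRD1* (AT1G53480) was lower than in L*er* at 8 h in *gai* (log2 fold change -7.90 under mock conditions and -8.13 under salt, edgeR adjusted P = 1.46e-07 and 2.07e-09) and in *ga4* (-8.49 and -6.22, edgeR adjusted P = 1.12e-07 and 8.17e-09), while in *della5x* its log2 fold change was 0.12 under mock conditions (edgeR adjusted P = 0.936). *DDB1B* (AT4G21100) and the neighbouring *MFDX2* (AT4G21090) were higher in *gai* (1.66 and 2.09, edgeR adjusted P = 1.01e-05 for both) and in *ga4* (2.01 and 2.20, edgeR adjusted P = 1.40e-06 and 3.30e-06) under mock conditions at 8 h. *AGD9* (AT5G46750) was higher in all 3 mutants under mock conditions at 8 h, by 1.01 in *della5x*, 1.07 in *gai* and 0.96 in *ga4* (edgeR adjusted P at most 7.49e-06). AT1G05910 was lower in *ga4* (-1.82, edgeR adjusted P = 2.11e-06) and had -0.30 in *gai* (edgeR adjusted P = 0.233). In each of these differences past the adjusted threshold all 3 libraries of the mutant lay on 1 side of all 3 L*er* libraries, which 3 against 3 libraries give by chance for 10% of genes. No explanation was tested for these genes.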
